# A role for fibroblast and mural cell subsets in a nerve ligation model of neuropathic pain?

**DOI:** 10.1016/j.bbi.2025.05.012

**Published:** 2025-05-15

**Authors:** Sara Villa-Hernandez, Julia Vlachaki Walker, Zoe Hore, Laura Fedele, Irene Zebochin, Yuening Li, Harvey Davis, Takashi Kanda, Fumitaka Shimizu, Leonie S. Taams, Franziska Denk

**Keywords:** Neuropathic pain, Stromal cell inflammation, Mural cells, Fibroblasts, Pericytes, Peripheral sensory nerves, Nociceptors

## Abstract

Neuropathic pain is a particularly intractable type of chronic pain that can result from physical nerve damage due to surgery or entrapment. Here, we present data which suggest that a particular subclass of fibroblast and mural cells may be implicated in the sensory neuron dysfunction that is characteristic of this pain state.

In a mouse model of traumatic painful neuropathy, we used cell sorting, nerve tissue clearing and RNA sequencing to study stromal cells. With cell sorting (n = 4 mouse nerves) and tissue clearing (n = 5), we show that fibroblasts and mural cells positive for the platelet-derived growth factor receptor beta (*Pdgfrb*) gene are increased in number for at least two months post-nerve damage. Moreover, single cell RNA sequencing data (n = 4) from our own lab and those of three other laboratories reveal that Pdgfrb+ cells express high levels of known and putative pro-algesic mediators. Bulk sequencing of sorted Pdgfrb+ fibroblasts (n = 10) and Pdgfrb+/Cd146+ mural cells (n = 11) further indicate that many of these mediators are upregulated in neuropathy.

We go on to demonstrate that a human nerve pericyte line releases a selection of these pro-algesic mediators at protein level. Moreover, conditioned media from stimulated human pericytes induces intra-cellular changes in human induced pluripotent stem cell derived sensory neurons (n = 5 independent differentiations); these changes (phosphorylation of the transcription factor signal transducer and activator of transcription 3, STAT3) have been previously linked to sensory neuron activation.

In summary, our data indicate that stromal cell abnormalities should be considered when developing novel strategies to tackle neuropathic pain.

## 1 Introduction

Neuropathic pain results from injury or disease of the nervous system, for example, when a nerve is trapped in sciatica or damaged due to diabetes. It is a particularly unpleasant kind of pain, often described with adjectives such as ‘shooting’, ‘burning’ or ‘stabbing’. Unfortunately, it is also rather common; a recent epidemiological study estimates that 9 % of individuals in the UK live with the condition, with middle- to older-age women particularly affected (Baskozos et al., 2023).

Mechanistically, neuropathic pain arises as a result of peripheral and central nervous system hyperactivity (Colloca et al., 2017). In the periphery, this hyperactivity is believed to be significantly driven by the local inflammatory milieu; most work to date has focused on immune cells – suggesting involvement of e.g. macrophages (Gylfadottir et al., 2022; Liang et al., 2020; Sandy-Hindmarch et al., 2024), natural killer cells (Davies et al., 2019) and other adaptive immune cell populations (Davoli-Ferreira et al., 2020; Singh et al., 2022). However, it is becoming clearer that stromal cells like fibroblasts (Shinotsuka and Denk, 2022) are also likely to play significant roles.

From both animal (Singhmar et al., 2020) and human studies (Hofmann et al., 2024; Kreß et al., 2021), evidence is accumulating that certain fibroblast subtypes and the mediators they release can be proalgesic in the context of neuropathic pain. This makes perfect sense when we consider that fibroblasts are well-known to be crucial drivers of chronic inflammatory states (Parsonage et al., 2005), with tissue-independent, universal sub-types present in pathologically inflamed tissues in conditions as wide-ranging as rheumatoid arthritis, interstitial lung disease, ulcerative colitis and atopic dermatitis (Buechler et al., 2021; Korsunsky et al., 2022).

One subtype of note is a population of NOTCH3+ (neurogenic locus notch homolog protein 3) fibroblasts that has been shown to proliferate in the sub-lining of joint synovial membrane in arthritis (Wei et al., 2020). This population is also positive for marker genes *THY1* (thymus-cell antigen 1), *CCL19* (C-C motif chemokine ligand 19) and *PDGFRB* (platelet-derived growth factor receptor beta); it has been reported to be a universal pathological subset present in inflamed skin, colon, joint and lung (Buechler et al., 2021; Korsunsky et al., 2022). Crucially, Wei and colleagues demonstrated that the identity of this cell sub-population is positionally determined, with signals from perivascular endothelial cells controlling their phenotype as well as that of NOTCH3+ mural cells. These could be either vascular smooth muscle cells, if located around arteries or arterioles, or pericytes, if wrapped around capillaries (Davis and Attwell, 2023).

Mural cells have been very poorly studied in neuropathic pain to date, although pioneering work and proposals by Heike Rittner’s group suggest they could play a role in the blood-nerve barrier breakdown that has been observed in some experimental models of neuropathic pain (Reinhold et al., 2023). They are also thought to be involved in the pathophysiology of conditions that can cause neuropathic pain, such as diabetes (Hamilton et al., 2010; Mateus Gonçalves et al., 2023).

Here, we present novel evidence for the potential involvement of both pathological fibroblasts and mural cells in neuropathic pain. We show that these cell types contain particularly high levels of known and putative pro-algesic mediators in a mouse model of traumatic neuropathy. We further demonstrate that the number of mural cells in nerve is increased for 2 months after model induction, with significant pain-relevant transcriptional dysregulation observable in both Pdgfrb+ fibroblasts and mural cells. Finally, we show that human nerve pericytes, when stimulated, release pro-algesic mediators at protein level and can induce intracellular activation of induced pluripotent stem cell (IPSC)-derived sensory neurons.

## 2 Materials and methods

### 2.1 Animals

We used either C57BL/6J wild-type mice purchased from Charles River, UK, or Pdgfrb-CreERT2-tdTomato mice, with both strains obtained from the Jackson Laboratory: RRID:IMSR_JAX:029684, allele: Tg (Pdgfrb-cre/ERT2)6096Rha/J (Gerl et al., 2015) & RRID: IMSR_JAX:007908, Ai14 tdTomato allele: Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J (Madisen et al., 2010). Pdgfrb-CreERT2-tdTomato mice were bred in-house at King’s College London to be homozygous for tdTomato and hemizygous for the Pdgfrb-CreERT2 allele. All mice were housed in individually ventilated cages in a 12-hour light/dark cycle with food and water available ad libitum. Experiments were conducted in accordance with the United Kingdom Home Office Legislation (Scientific Procedures Act, 1986) and were approved by the Home Office to be conducted at King’s College London. All mice were adult at the point of nerve injury (i.e. at least 8 weeks of age), with both males and females used as indicated in the individual experimental methods below. To induce tdTomato in Pdgfrb+ cells, tamoxifen was injected once intraperitoneally at 75 mg/kg, one week before surgery. All mice tolerated the surgery well, but during the tissue clearing study, one sham-operated mouse had to be culled due to malocclusion. During the FACS experiment for bulk-sequencing, one mouse had to be excluded as it did not have any tdTomato signal. For single cell sequencing, the n numbers refer to a pool of animals; in all other instances n numbers refer to individual mice.

### 2.2 Neuropathic pain model

Partial sciatic nerve ligation (PSNL) was carried out according to previously published protocols (Liang et al., 2020). Briefly, after pre-operative subcutaneous administration of 0.1 mg/kg buprenorphine (Henry Schein, Melville, NY, Cat# 988–3245), mice were anaesthetised with isoflurane. An incision was made in the skin over the left thigh of the mouse, and the underlying muscle was blunt dissected. Approximately two-thirds of the sciatic nerve was ligated with a 5.0 VICRYL absorbable suture (Ethicon, Cincinnati, OH, Cat# W9982). The wound was closed with a metal clip (Reflex, 7 mm, Fine Science Tools, Foster City, CA, Cat# 12032–07), which was removed 7–10 days after the procedure. Sham surgery was performed in identical fashion, but the nerve was only visually exposed by blunt dissection without being mechanically disturbed. Animals were not randomised into sham or surgery groups, but rather age-matched littermates were chosen for one or the other procedure. Allocation was thus not concealed. The success of surgery and persistence of nerve damage was confirmed by checking that all PSNL mice continued to display the expected postural abnormalities in the operated hind-leg (Liang et al., 2020).

### 2.3 Flow cytometry

At acute (5 days after PSNL) and chronic (2 months after PSNL) timepoints, mice were transcardially perfused with phosphate buffered saline, after which ipsi- and contralateral sciatic nerves were dissected into F12 solution (Gibco, New York, NY, Cat# 21765–029) and trimmed to a 0.5 cm (data in Fig. 2A) or a 1 cm piece around the lesion site (all other experiments). In either case, the distal and proximal pieces were kept at the same length (0.25 or 0.5 cm each). The suture was removed at this point, if still present. A single cell solution was generated as described previously (Liang et al., 2020). Cells were stained with the nuclear marker DRAQ5, a live-dead marker and antibodies as outlined in Supplementary Tables 1A and B. The data were analysed in FlowJo, according to the gating strategies outlined in Supplementary Figs. 1 and 2. Analysis did not proceed blind to condition, but identical gates were used for all samples within an experiment and initially placed with the help of fluorescence-minus one controls. Cell counts were used as the outcome measure and compared between groups using a non-parametric Mann Whitney *t*-test; sensitivity analysis indicates that with n = 10, this *t*-test will have an 80 % chance to detect effect sizes of d = 1.36 or larger, with alpha at 0.05.

### 2.4 Single-cell RNA sequencing (scRNA-seq)

At acute (4–6 days after PSNL) and chronic (2 months after PSNL) timepoints, C57BL/6J wild-type mice were transcardially perfused with phosphate buffered saline, after which ipsilateral sciatic nerves were dissected to a 0.5 cm piece around the lesion site, as described above. A single cell solution was generated as described previously (Liang et al., 2020), after which cells were stained with the nuclear marker DRAQ5, the live-dead stain DAPI, PercCP-Cy5-5-conjugated myelin beads, BUV737-CD45 to stain immune cells and BV786-Ter119 to stain erythrocyte precursors. DRAQ5 + DAPI-,Myelin-,CD45-,Ter119-singlets were sorted into 1.5 ml tubes, pre-coated with foetal calf serum (FBS), containing 3 μl of 3 % BSA in PBS buffer and immediately processed by the NIHR Maudsley Biomedical Research Centre (BRC) Genomics & Biomarker Core Facility at King’s College London for library preparation (single cell 3′ version 3 on a Chromium 10X instrument) and sequencing (Illumina NextSeq system).

Experiments were conducted in 2 batches; see Supplementary Table 2 for breakdown of individual mice and samples. In the first batch, we processed n = 4 injured and n = 4 sham nerves (50 % male/female), collected them two months after surgery and pooled them into two 10X wells (injury vs. sham) in the same FACS, library preparation and sequencing run. In the second batch, we processed n = 4 sham and n = 4 injured nerves each, at two different timepoints: 5 days and 2 months after surgery. 50 % of samples were male, 50 % female; they were run on the same day and the same 10X chip, pooled by group across 4 wells (sham-day5, PSNL-day5, sham-month2, PSNL-month2). Library preparation and sequencing proceeded at the same time.

The resulting fastq files were aligned to mouse (Mus_musculus. GRCm38) in Google Colabs using kb-bustools (Melsted et al., 2021), with kallisto version 0.46.2 and bustools version 0.40.0. Count matrices were then imported into R and further analysed in Seurat (version 4.3). The R scripts used to generate the figures in this manuscript are available in Supplementary R-Notebooks 1–3. Raw data, aligned reads and the corresponding Seurat objects have been deposited on the Gene Expression Omnibus website under accession number GSE283177.

### 2.5 FACS followed by bulk RNA sequencing

Nerve cells were dissociated from Pdgfrb-CreERT2-tdTomato mice as described in the ‘Single-cell RNA sequencing’ section. This time, we processed ipsilateral and contralateral nerves 5 days and 2 months after PSNL (see Supplementary Table 2 for a list of animals & sequencing samples). Cells were stained using the panel outlined in Supplementary Table 1C and gated according to the strategy shown in Supplementary Fig. 3. Pdgfrb+ and Pdgfrb+/Cd146+ populations were sorted into 4 μl of Smart-seq2 lysis buffer. We sorted a maximum of 100 cells per tube, so as to not overload the solution. For day 5 samples, sequencing libraries were then prepared in batch controlled fashion using the Smart-seq2 protocol described by Picelli and colleagues (Picelli et al., 2014). Some samples failed at FACS and some showed degradation at cDNA level and had to be excluded before further processing. The remaining samples were n = 10 ipsi (4 male/ 6 female) and n = 14 contra (5 male/9 female) Pdgfrb+ samples and n = 11 ipsi (3 male/ 8 female) and n+ 13 contra (5 male/ 8 female) Pdgfrb+/Cd146+ samples. The over-representation of female samples was due to more female animals having been generated in the litters chosen for these experiments. Sequencing was performed on these samples by Novogene Europe. Reads were aligned to mouse (Mus_musculus.GRCm38) using kallisto version 0.50.1 (Bray et al., 2016). Differential expression analysis was performed using DESeq2 (Love et al., 2014). Ligand-receptor analysis was performed using the ICELLNET package (Massenet-Regad and Soumelis, 2024), as well as in Excel using ligand-receptor pairs published by the Lewis lab (Armingol et al., 2021), specifically those derived from (Shao et al., 2020). Expression levels of receptors on mouse sensory neurons were derived from (Renthal et al., 2020), while expression level of receptors on human sensory neurons were derived from pseudobulk data generated from two separate post-mortem studies (Jung et al., 2023; Nguyen et al., 2021). Fastq files and processed data have been deposited on the Gene Expression Omnibus website under accession number GSE283281. Corresponding R scripts are available in Supplementary R-Notebook 4.

### 2.6 Human IPSC-derived sensory neurons

Sensory neurons were derived from the Kute4 iPSC line (HPSI0714i-kute_4) as detailed in (Li et al., 2025). Briefly, iPSCs were maintained using StemFlex media in vitronectin coated plates. They were passaged at ~70 % confluency using versene. iPSCs were moved onto GelTrex coated plates prior to being differentiated into sensory neurons using the Chambers protocol (Chambers et al., 2012). On day 11, the immature neurons were replated on GelTrex coated glass coverslips at a density of 75,000 cells per coverslip. They were maintained with twice weekly media changes using N2 media with addition of 25 ng/ml of growth factors (NT3, BDNF, GDNF, NGF) until maturity (day 50). Once a week, the medium was additionally supplemented with GelTrex to prevent cell detachment.

### 2.7 Human pericyte cell lines

A vial of human placental pericytes was purchased by PromoCell (#C-12980) and a human peripheral nerve pericyte line was obtained under MTA from Profs. Takashi Kanda and Fumitaka Shimizu from Yamaguchi University. Both pericyte lines were maintained in Pericyte Medium (ScienCell, #1201), containing 1 % pericyte growth supplement (ScienCell, #1252), 2 % FBS (ScienCell, #0010) and 1 % penicillin/streptomycin solution (ScienCell, #0503). Media was changed twice weekly, and cells were passaged using Accutase (Gibco, # A11105-01) when 70 % confluency was reached.

### 2.8 Pericyte cytokine treatment

Pericytes (passage 5 for the placental line, passage 26 for the nerve pericyte line) were plated onto 6-well plates at a density of 150,000 cells per well. The following day, media were swapped for serum-starved media (containing Pericyte Basal Media and penicillin/streptomycin only). After 24 h, the media were again changed to serum starved media with the addition of human recombinant cytokines (10 ng/ml TNFα, BioLegend #570102, 10 ng/ml IL-17, Proteintech #Hz-1113, 10 ng/ml IL-4, BioLegend #574004, 100 ng/ml IFNγ, BioLegend #570202). The cells were then incubated with the cytokines for 4 h, after which the conditioned media were collected and stored at −80 °C until use for Luminex or conditioned media experiments.

### 2.9 Luminex Assay

Pericyte cell supernatants, either untreated or treated with the cytokines listed above were diluted either 1:2 or 1:100 and ran using a Luminex Flexmap Assay (ThermoFisher, Lot# L152023) to probe for IL-6, NGF, LIF and CCL2 expression. Media alone was also run as a control at a 1:2 dilution.

### 2.10 Conditioned media incubation and Western Blot

Once mature (Day 50), iPSC derived sensory neurons were incubated for 1 h with media collected from cytokine-treated human nerve pericytes or control unstimulated pericytes. Following the incubation, cells were rinsed with PBS and harvested using 1× Laemmli Buffer with 10 % βMercaptoethanol (ITWReagents, #A1108). The experiment was repeated with 5 independent neuronal differentiations, each treated with a different batch of pericyte conditioned media.

Samples were denatured by heating at 95 °C for 5 min. The samples and a ladder (Thermo Scientific, #26619) were then loaded on 8–16 % Tris-Glycine Mini Protein Gels (Thermofisher, XP08165BOX) and run at 100 V for 90 min. 30 μl of each sample was loaded on the gel; given that neurons were seeded at the same density throughout trials, protein quantification was not performed. Following separation, proteins were transferred to methanol activated PVDF membranes (Fisher Scientific, #10617554) at 100 V for 60 min. Membranes were blocked using 5 % milk in TBS-Tween for 45 min, prior to overnight primary antibody incubation with pSTAT3 (1:1000, Cell Signalling, #9145 T) and GAPDH (1:1000, Cell Signalling, #5174). The antibody solutions were made using 1 % BSA and 0.1 % sodium azide in TBS-Tween. The next day, membranes were washed 3× 10 min in TBS-Tween and incubated for 1 h at room temperature with secondary antibodies (1:5000, Abcam, #ab205718) in TBS-Tween. They were then washed once more 3 × 5 min in TBS-Tween. Staining was visualized by incubating the membranes with ECL Western Blotting Substrate (GE Healthcare, #RPN2232) and imaged using the iBright Imaging System (Invitrogen). To visualize STAT3 (1:1000, Cell Signalling #12640), membranes were stripped for 15 min using ReBlot Plus Strong Antibody Stripping Solution (Millipore, #2504), and the above-described blocking and staining process was repeated. Densitometric analysis was conducted using Fiji to determine pSTAT3/STAT3 ratios.

### 2.11 Tissue clearing and immunostaining

For whole sciatic nerve staining and tissue clearing, at acute (5 days after PSNL) and chronic (2 months after PSNL) timepoints, Pdgfrb-CreERT2-tdTomato mice were transcardially perfused with 20 ml warm Heparin solution (Merck, #H3149-25KU) diluted to 20U/ml in PBS (Thermo Scientific #BR0014G), followed by 10 ml warm FITC-Albumin-Gelatin: 5 % Gelatin (SLS, #G9382-500G), 0.2 % FITC-Albumin, (Merck #A9771-100MG) in PBS. Mice were then placed on ice for 30 min to set the gelatin. Where still present, the suture was carefully removed, and ipsilateral and contralateral sciatic nerve collected and placed in 4 % paraformaldehyde overnight. Nerves were washed in PBS and stored at 4 °C until ready to for tissue clearing for which we followed the published CUBIC protocol (Susaki et al., 2014). Briefly, nerves were gently shaken in blocking buffer at 37 °C for two days, consisting of 0.3 % Triton-X-100 (Sigma, #T-9284) and 2 % BSA (Sigma, #A3294-100G) in PBS, with 1 μg/ml DAPI (SLS, #D9542-1 M). They were then washed in 0.2 % Triton and placed in CUBIC R1 solution: 25 % N,N,N’,N’-tetrakis (Sigma, #122262-1L), 15 % Triton X-100, 25 % Urea (Sigma, #U-6504) in distilled water. Nerves were kept in CUBIC R1 for 5 days, refreshing the solution once during incubation the period. After that, they were transferred into CUBIC R2 solution for 24hr: 50 % Sucrose, 25 % Urea, 10 % Triethanolamine (Sigma, #90279-500ML), 0.1 % Triton in distilled water. Nerves were mounted on microscope slides in home-made wells containing CUBIC R2 solution and imaged on a Zeiss LSM 710 confocal microscope using a 20× objective (20×/0.8na).

### 2.12 Imaging and analysis

To image whole, cleared sciatic nerves, the 20× objective (0.8na) was used, and clearly visible blood vessels were identified based on FITC staining. A z-stack at 2–8 μm intervals was taken for each nerve region selected, capturing the whole thickness of the selected vessel. For sham ipsilateral and PSNL contralateral samples, two distinct regions per nerve were selected to image from. For PSNL ipsilateral samples, one or two images from the area of the lesion and one or two from either side of the lesion were taken. When collecting the first batch of samples for the 5-day timepoint, there were no markings to aid with identification of the orientation of the nerve; therefore, at the 5 day timepoint, we could only define images as captured at the “Site of Lesion” and “Away from Lesion”. In this one batch, we also did not perform any sham surgeries. For later experiments (including a second batch at day 5 post-PSNL), sham surgeries were preformed, and the sciatic nerve was marked using a diagonal incision during collection; this meant that regions upstream and downstream from the lesion could be conclusively identified during imaging. The two batches of the day 5 experiments are shown separately in Supplementary Fig. 4.

Analysis of the images proceeded in FIJI (Schindelin et al., 2012) by an experimenter blinded to treatment group. In brief, vessel area was determined based on FITC signal. FITC thresholds were set based on vessel visibility. Tdtomato thresholds were set as recommended by the software for the day 5 experiments. For the 2-month imaging data, the thresholds set by the software appeared to differ between experimental conditions. We therefore chose to apply the FITC thresholds to the TdTomato images instead for this timepoint, as these did not appear to be impacted by experimental condition (Supplementary Fig. 5C and G).

Once thresholds were set, the FITC signal was artificially broadened to identify tdtomato positive cells in close proximity to vessels (putative mural cells). DAPI staining was then used to identify nuclei using the StarDist Plugin (Schmidt et al., 2018). Nuclei which overlapped with putative mural cells (tdtomato/FITC double positive) and putative fibroblasts (tdtomato alone) were exported as regions of interest (ROIs) and further analysed in Excel. ROIs were exported for five z-planes per nerve region, each 8 μm apart, and an average of all measurements taken for each nerve region. Where two images per nerve region were captured and analysed, an average was taken for that region.

For all experiments, the number of nuclei was determined by counting all ROIs with an area of at least 10 μm^2^; the number of mural cells was determined by counting the number of nuclei overlapping with tdTomato-FITC co-expression; while the number of tdTomato positive cells was determined by counting the number of nuclei overlapping with tdTomato expression. The vessels in the analysed images were also classified as arterioles, venules, epineurial and endoneurial capillaries by a blinded experimenter, based on morphology (Supplementary Table 3). This was done to ensure the image selection did not bias the results of the analysis. In the chronic injury samples, extensive morphological and vascular disorganisation was observed, which means vessel classification in these conditions may be less accurate.

## 3 Results

### 3.1 Nerve fibroblasts and mural cell populations contain particularly high levels of known and putative pro-algesic mediators

We performed scRNA-seq on stromal cells in mouse nerves 5 days and 2 months after partial sciatic nerve ligation (PSNL). 

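The single-cell data behind this experiment come from 6 10X Chromium libraries made with 3' version 3 chemistry, each from the sorted cells of 4 pooled nerves taken in equal parts from male and female mice. Batch 1 holds 1 sham and 1 PSNL library at month 2. Batch 2 holds 1 sham and 1 PSNL library at month 2 and 1 PSNL library at day 5, and its sham day 5 library was not analysed here. Month 2 therefore had 2 libraries per group, 1 from each batch, and day 5 had a single PSNL library and no control. The authors aligned the reads to GRCm38 with kb-bustools and gave raw UMI counts, each standing for 1 captured RNA molecule, for every barcode and without normalization. Between 4099617 and 19557393 UMIs were counted per library over 55421 gene identifiers. Barcodes with at least 1000 UMIs and fewer than 10% of them from mitochondrial genes were taken as cells, because the paper's text names no filter on cells. This left 544 cells in the sham and 2327 in the PSNL library of batch 1, and 3394 in the sham, 3777 in the PSNL and 1482 in the day 5 PSNL library of batch 2. Their median depths were 5081, 2486, 2890.5, 3638 and 10946 UMIs in the same order. Cells are not replicates, so UMIs were summed per library and cell class, and the sums were compared with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Expression is given as CPM of each sum, as the mean and SD over libraries. Confidence intervals of shares are exact binomial (Clopper-Pearson) intervals at 95% and cover counting error only. For a count of 0, the limit given is the share that 3 counts would make up.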

For this, we dissected nerve and performed cell sorting to select live nucleated events and remove myelin, CD45+ immune cells and Ter119+ erythrocyte precursors before proceeding to 10X Chromium sequencing. The resulting dataset underwent quality control (Supplementary Fig. 6) and was examined for batch effects (Supplementary Fig. 7); unsupervised clustering was then performed which indicated the presence of 11 different cell-subtypes (Fig. 1A). 

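Leiden clustering of the 11524 cells, on 20 principal components of the 2000 most variable genes and without integration of the batches, gave 15 clusters at a resolution of 0.5. The number was 13 with cells of at least 500 or of at least 2000 UMIs or without the cells called by Scrublet, and 18 at a doubled resolution. Most clusters held cells of both batches, but several were drawn largely from 1 library. The day 5 library supplied 416 of the 443 cells of cluster 10, all 252 cells of cluster 12, 84 of the 87 cells of cluster 13 and 428 of the 649 cells of cluster 8. The PSNL month 2 library of batch 2 supplied 24 of the 30 cells of cluster 14. As day 5 was represented by 1 library, a cluster found mostly there was not separable from that library.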

We annotated these based on their marker gene expression (Fig. 1B, Supplementary Fig. 8, Supplementary R-Notebook 1) to be fibroblasts, endothelial cells (EC), Notch3+ mural cells (MC) and Schwann cells (SC), with a myelinating sub-cluster primarily present at day 5 post-PSNL (Supplementary Fig. 7B). 

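From marker genes fixed before the data were examined, clusters 3, 6, 9 and 10 were named Schwann cell-like, clusters 2 and 11 mural-like, cluster 8 endothelial-like and clusters 0, 1, 4, 5, 7 and 12 fibroblast-like. Cluster 9 was the Schwann cell cluster led by myelin genes, with Ncmap and Prx among its leading genes. It held 1 of 544 sham and 31 of 2327 PSNL cells in batch 1, 150 of 3394 sham and 342 of 3777 PSNL cells at month 2 in batch 2, and 8 of 1482 cells at day 5. These 8 cells made up 0.540% of the day 5 library (95% interval 0.233 to 1.06). Schwann cells at day 5 lay mainly in cluster 10, which took 28.1% of that library (25.8 to 30.4) and at most 0.344% of any month 2 library. Shh, of the repair Schwann cell list, and Tnc were among its leading genes. Mki67, a gene of dividing cells that was not among its leading genes, had a UMI in 42.4% of the cells of cluster 10 and in 2.44% of those of cluster 9, at median depths of 13492 and 2667.5 UMIs, and in 0 of 1008 Pi16 fibroblasts, at a median depth of 4593 UMIs, which allows a share of cells with a UMI of up to 0.298% and sets no limit on cells that express it. On CPM, Mki67 stood at 219 in cluster 10 and 8.13 in cluster 9.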

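The cluster with immune cell markers, led by S100a9, S100a8 and Il1b, held 84 of the 1482 cells at day 5 after PSNL, a share of 5.67% (95% interval 4.55 to 6.97). At month 2 it held 1 of 544 cells in the sham and 2 of 2327 in the PSNL library of batch 1. In batch 2 it held 0 of 3394 sham and 0 of 3777 PSNL cells, which allows shares of up to 0.0884% and 0.0794%. The sort against CD45 sets this share, so it is not the share of immune cells in the nerve. The immune-like cells had a median of 2288 UMIs.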

At that early time point, there were also a few immune cells (IC), which presumably escaped CD45+ deselection during sorting. 

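Of the fibroblast-like clusters, cluster 4 carried the Pi16 list and held 1008 cells, and clusters 0 and 5 carried the Ccl19 list and held 2854, a name they got only after the naming rule was changed on seeing the clusters, to ask for 3 detected markers before scores are compared. Cluster 1 scored highest for the Col15a1 list and held 1390 cells. None of that list and 1 gene of the Ccl19 list, Apod, were among its 10 leading genes, so it is compared between conditions as cluster 1 and not by a name. Cluster 12 did not reach, with any of the 3 lists, the score set for a subtype and was kept apart. That score was raised from 1 to 1.2 after the clusters were seen, and it kept 252 of the 1482 day 5 cells and 0 cells of any other library out of the subtypes. Cluster 12 is also left out of the fibroblast sums compared below, unless it is named.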

Fibroblast clusters could be split into known universal sub-types positive for collagen type XV alpha 1 chain (*Col15a1*), peptidase inhibitor 16 (*Pi16*) and *Ccl19* (Buechler et al., 2021; Korsunsky et al., 2022). 

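Cluster 7, named from Cldn1, Slc2a1, Sfrp5 and Lypd2 among its 10 leading genes, held 852 cells with a median depth of 2615 UMIs. They were spread over the libraries as 2 sham and 103 PSNL cells in batch 1, and 445 sham, 274 PSNL and 28 day 5 cells in batch 2. Cldn1 lies on chromosome 16 of GRCm38 from 26356642 to 26371841 and Slc2a1 on chromosome 4 from 119108711 to 119137983. As both genes helped to define the cluster, their levels describe it and are not tests. Slc2a1 had a UMI in 69.7% of these cells (95% interval 66.5 to 72.8), and in 2.30% of the cells of Schwann cluster 3, whose median depth was 1839 UMIs.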

We also observed a cell population positive for claudin 1 (*Cldn1*), which expressed high levels of the glucose transporter Glut1 (*Slc2a1*), a known marker for stromal cells at the blood-nerve barrier (Malong et al., 2023). 

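Pdgfrb (ENSMUSG00000024620.11) lies on chromosome 18 of GRCm38 from 61045150 to 61085061. Its level was 361 ± 160 CPM (SD, n = 5 libraries) in mural cells and 106 ± 19.0 in fibroblasts, the latter with the Cldn1 cells included. In the Schwann, endothelial and immune cells together, called Pdgfrb-negative here, it was 9.24 ± 8.64. The log2 fold change against these cells was 5.33 (SE 0.27, adjusted p = 6.02e-07 from edgeR) in mural cells and 3.43 (SE 0.39, adjusted p = 6.16e-05 from edgeR) in fibroblasts. Pdgfrb was on the list that named the mural clusters, so only the fibroblast value is free of the naming. Within the fibroblasts, the Cldn1 cells stood lowest at 58.7 ± 27.3 CPM (n = 4 libraries with at least 5 such cells).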

Looking further into these data, we noticed that well-known and more putative pro-algesic mediators are prominently expressed in fibroblast and mural cell populations, both of which are Pdgfrb+ (Fig. 1C). These include: interleukin-6 (*Il-6*), nerve growth factor (*Ngf*), C-C motif chemokine ligand 2 (*Ccl2*) and leukemia inhibitor factor (*Lif*). 

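Il6 (ENSMUSG00000025746.11) lies on chromosome 5 of GRCm38 from 30013114 to 30019981, Ccl2 (ENSMUSG00000035385.5) on chromosome 11 from 82035571 to 82037453 and Lif (ENSMUSG00000034394.14) on the same chromosome from 4257557 to 4272514. Gm17268 overlaps Ccl2 on the other strand, and the strand used in counting is not named in the paper's text, so reads of this pair can have been shared. Il6 stood at 51.7 ± 24.9 CPM in mural cells, 14.0 ± 9.05 in fibroblasts and 3.47 ± 5.71 in Pdgfrb-negative cells (SD, n = 5 libraries). Its log2 fold change against the Pdgfrb-negative cells was 4.10 in mural cells (SE 0.67, adjusted p = 0.00105 from edgeR) and 2.30 in fibroblasts (SE 0.64, adjusted p = 0.0188 from edgeR). The mural value ranged from 3.33 to 6.05 without 1 library and stayed called. Ccl2 was called higher in fibroblasts, at 73.6 ± 40.4 against 15.9 ± 21.0 CPM (log2 fold change 2.85, SE 0.75, adjusted p = 0.0146 from edgeR). In the day 5 library, with cluster 12 left out, fibroblasts stood below Pdgfrb-negative cells for both genes. After TMM normalization, Ccl2 was at 35.7 against 48.1 CPM there and Il6 at 11.0 against 13.2. In mural cells Ccl2 was at 24.6 ± 33.7 CPM and was not called (1.15, SE 0.54, adjusted p = 0.144 from edgeR). Lif was at 6.23 ± 0.802 CPM in fibroblasts and 6.38 ± 7.19 in Pdgfrb-negative cells, and its fitted rise was not called (1.36, SE 0.56, adjusted p = 0.0928 from edgeR). Mural cells gave 2 Lif UMIs in all 5 libraries, and their level was called lower than that of the Pdgfrb-negative cells (log2 fold change -3.29, SE 0.90, adjusted p = 0.0188 from edgeR).
Over the paper's list, 2 of 4 genes were called higher in mural cells, among 10340 genes tested, and 3 of 4 in fibroblasts, among 13545. Adjusted over the list alone, the counts were 2 and 4. The study chose the list on these samples, so the latter counts are not independent evidence. The fibroblast count moved most when the ambient profile was subtracted, to 1 of 4. It also fell to 1 without the PSNL month 2 library of batch 2 (Il6 at 1.86 and Ccl2 at 2.31, neither called), fell to 2 without that of batch 1 (Il6 at 1.94, not called), and rose to 4 without the day 5 library (Lif at 2.47, called). The mural count rose to 3, by Ccl2, without the day 5 library (1.41) or the PSNL month 2 library of batch 1 (1.72), and Lif was no longer called lower without the day 5 library (log2 fold change -1.39). The fibroblast sums leave out cluster 12 of day 5; with it counted, a setting chosen after the data were examined, 4 of 4 were called in fibroblasts, Lif among them (1.50).

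**Figure D1:**
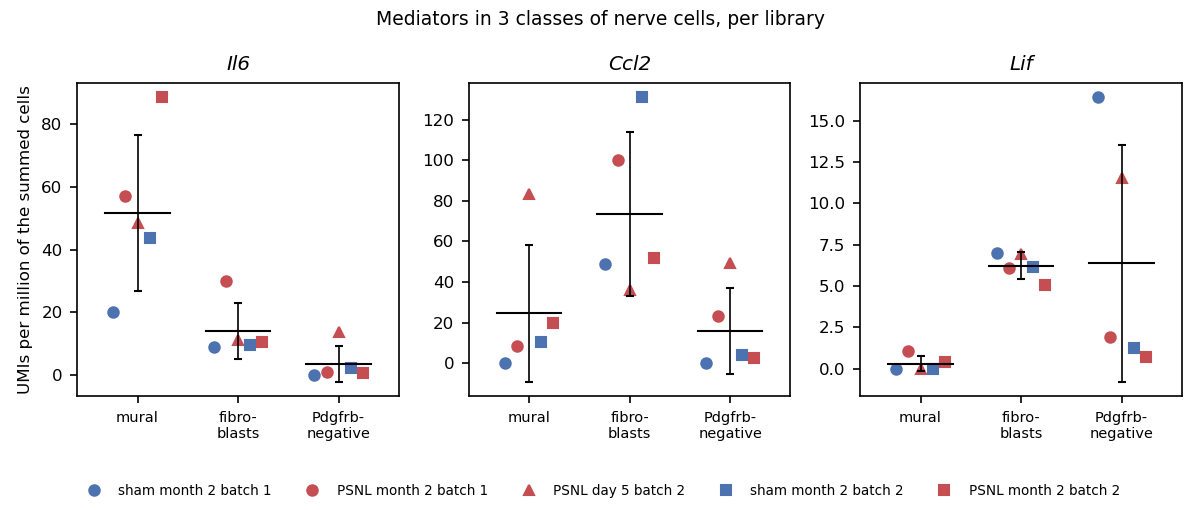
CPM of 3 mediators in mural cells, fibroblasts and Pdgfrb-negative cells, 1 point per library, coloured by surgery, with the shape giving batch and the triangle day 5; black lines give the mean and SD of 5 libraries. Il6 lies highest in the mural sums, and Ccl2 ranges between 36.1 and 131 CPM in the fibroblast sums.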

When comparing our data to previously published scRNA-seq datasets on mouse sciatic nerve (Carr et al., 2019; Kalinski et al., 2020; Wolbert et al., 2020), both in naïve condition and after nerve injury (sciatic nerve crush), we found that this was a reproducible result (Fig. 1D): in all datasets, *Il6, Ngf, Lif* and *Ccl2* are prominently expressed in either Pdgfrb+ mural cells or fibroblasts.

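In the 5 libraries analysed here, the level of each mediator in 1 class was divided by the sum over mural cells, fibroblasts and Pdgfrb-negative cells, and the percentages were averaged over libraries with equal weights. Mural cells took 73.7% ± 10.1 of Il6 (SD, n = 5), fibroblasts 21.5% ± 10.2 and Pdgfrb-negative cells 4.83% ± 7.80, of which most comes from the day 5 library (18.5%; 1.40% on average without it). Fibroblasts took most of Ccl2 (71.3% ± 30.4) and of Lif (59.9% ± 24.9), while mural cells took 18.0% ± 20.2 (10.2% without the day 5 library) and 3.67% ± 5.38 (1.61% without the PSNL month 2 library of batch 1) of them. At day 5 the mural percentage of Ccl2 was 49.4% and the fibroblast one 21.3%, the reverse of the order in each month 2 library, but these fibroblasts leave out cluster 12. With that cluster counted, a setting chosen after the data were examined, the day 5 percentages of Ccl2 were 20.7% mural and 67.1% fibroblast, so the order was that of month 2, and those of Il6 were 37.5% mural and 52.0% fibroblast. Pdgfrb-negative cells took 36.4% ± 27.6 of Lif, with 62.5% at day 5 and 70.1% in the sham library of batch 1, where it rests on 1 UMI in 18 cells. With cluster 12 counted, the day 5 percentages of Lif were 45.0% in Pdgfrb-negative cells and 55.0% in fibroblasts. Without it the fibroblast one was 37.5%, so the order of these classes at day 5 depends on that cluster. Mural cells and fibroblasts together took 86.7% ± 9.75 on average over the 4 mediators. No test was made of these percentages, and the published datasets were not analysed here. From its own libraries and the published datasets, the paper concludes that the prominence of these mediators in Pdgfrb+ mural cells or fibroblasts was found again across datasets.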

### 3.2 The number of Cd146+/Pdgfrb+ mural cells increases with nerve injury and remains upregulated for months after model induction

To track what happens to Notch3+ mural cells with injury, we next performed flow cytometry and/or FACS to quantify their numbers in mouse nerve after PSNL. We found that Cd146+ as well as Cd146+/Pdgfrb+ cells were increased 5 days after nerve injury. This was observed across three different experiments performed by different experimenters with distinct flow cytometry panels (Supplementary Figs. 1–3) and with Pdgfrb as an antibody or genetically labelled using PdgfrbCre-ERT2-tdTomato mice (Fig. 2A–C). In one of the FACS experiments, we also checked numbers 2 months after nerve injury (Fig. 2D); once again, Cd146+/Pdgfrb+numbers were still increased, both in terms of absolute numbers and relative to total live cells (Supplementary Fig. 9).

To further investigate the localisation of mural cells, as well as overall Pdgfrb+ populations in the injured nerve, a whole cleared tissue approach was taken. By perfusing PdgfrbCreERT2-tdTomato mice with FITC-albumin gelatin and staining the sciatic nerve with DAPI before clearing, we were able to examine the number of Pdgfrb+ tdTomato-expressing cells both adjacent to and away from the vasculature in injured mouse nerves (Fig. 3A); the former will be mural cells (either pericytes or vascular smooth muscle cells), while the latter will consist of Pdgfrb+ endoneurial fibroblasts or Pdgfrb+ perineurial cells. Using this method, we did not observe a significant increase in the number of mural cells 5 days post-PSNL (Fig. 3B), but we did observed a significant increase in Pdgfrb+ cells, specifically at the site of lesion (Fig. 3C; p = 0.0157 compared to contralateral nerve, post-hoc comparison after significant Kruskal-Wallis ANOVA).

At day 60 post-PSNL, where we had a higher sample size in a single batch, our results were more clearly in line with our flow cytometry data; we observed a significant increase in the number of mural cells in the distal part of the nerve (Fig. 3D; p = 0.0318 compared to contralateral nerve, post-hoc comparison after significant Kruskal-Wallis ANOVA). It is important to bear in mind that our images contained a variety of blood vessel types. However, the proportions of different vessel types imaged in each condition are unlikely to be driving the observed injury-induced increase in mural cells: our own in-house observations suggest that arterioles have the highest mural cell density in peripheral nerve followed by endoneurial capillaries; neither of these were disproportionally represented in our images of distal ipsilateral chronic PSNL nerves (Supplementary Table 3). At the chronic timepoint, we also observed a significant increase in the number of Pdgfrb+ cells both at the site of lesion (Fig. 3E; p = 0.0238 compared to sham, p = 0.0019 compared to contralateral) and in the distal part of the nerve (p = 0.0101 compared to contralateral). Finally, total nuclei numbers were consistently increased: in the distal part of the nerve at the 60-day timepoint (p = 0.0025) and at the site of lesion at both timepoints: 5 days (Supplementary Fig. 5A; p = 0.0009 compared to contralateral nerve) and 60 days (Supplementary Fig. 5E; p = 0.0228 compared to contralateral, p = 0.0196 compared to sham). This was an expected result, given that we have previously shown that high levels of inflammation persist in nerve months after PSNL surgery (Liang et al., 2020). Our current data suggest that this chronic inflammation is not limited to changes in immune cell numbers and phenotypes, but also encompasses Pdgfrb+ mural cells and fibroblasts. From our immunostaining experiments, it appears that the lesion site and the regions downstream of the lesion are particularly affected, i.e. stromal cell dysregulation is highest in what would likely be areas of Wallerian degeneration (Coleman and Höke, 2020).

### 3.3 Bulk RNA-seq of Pdgfrb+ stromal cells reveals upregulation of pain-relevant mediators

To obtain well-powered differential gene expression data for Pdgfrb+ fibroblasts and Pdgfrb+/CD146+ mural cells, we performed bulk sequencing on these populations, sorted 5 days after PSNL (see gating strategy in Supplementary Fig. 3). The resulting sequencing data confirmed at a molecular level that our FACS gating strategy was successful, with Pdgfrb+ fibroblasts expressing significantly higher levels of fibroblast marker genes (e.g. *Pdgfra* = platelet-derived growth factor receptor alpha, *Pi16, Pdpn* = podoplanin) and lower levels of mural cell marker genes (*Mcam, Notch3, Pdgfrb*, Fig. 4A). Contamination was limited to the occasional Schwann cell transcripts, with no discernible pattern across conditions (Supplementary Fig. 10).

Nerve injury had a marked effect on gene expression in both cell types, detectable even at whole transcriptome level via principal component analysis (Fig. 4B). Differential expression analysis using the algorithm DESeq2 (Love et al., 2014) revealed that PSNL induced 1171 upregulated and 1368 downregulated genes in fibroblasts at adjusted p < 0.05, once a stringent expression cut-off was applied (Supplementary Table 5). Similarly, 1073 genes were up- and 496 genes downregulated in mural cells. Regulation of the latter was more prominent, with 958 genes significantly upregulated more than eightfold, while for fibroblasts this was limited to 159 (Fig. 4C and D). Amongst the genes more highly expressed with injury were known, and putative, pro-algesic mediators, like *Il6, Ccl2, Lif*, cardiotrophin like cytokine factor 1 (*Clcf1*), osteopontin (*Spp1*) and matrix metalloproteinase 9 (*Mmp9*). *Il6, Lif* and *Clcf1* are all upstream of glycoprotein 130 receptor signalling, which has been previously involved in neuropathic pain (Kalpachidou et al., 2022).

Ligand-receptor analysis was performed against a mouse dataset, containing gene expression levels of different sensory neuron sub-populations pre- and post-spared nerve injury (Renthal et al., 2020). Results suggested that both nerve fibroblasts and mural cells have the potential to communicate with sensory neuron sub-populations through a variety of pathways, with extracellular matrix interactions, cytokines, growth factors and cell adhesion molecules particularly over-represented (Fig. 4E, Supplementary Table 6 & Supplementary R-Notebook 4). Of particular interest, it appears that gene regulation after nerve injury enables significantly more ligand-receptor interactions between mural cells and sensory neurons (p = 0.0000056); this is true across sensory neuron subtypes (Supplementary R-Notebook 4). Known and putative pro-algesic mediators once again stood out, with *Il6, Lif*, and *Clcf1* enriched in mural cells upon PSNL and able to bind sensory neurons directly (Fig. 4F). In addition to this more formal analysis, we also derived known ligand-receptor pairs for all genes that were significantly (adj.p < 0.05) up- or down-regulated in mural cells and fibroblasts (Supplementary Table 7). For these, we chose our ligand-receptor pairs based on expression of corresponding receptors in published human post-mortem sensory neuron RNA sequencing datasets (Jung et al., 2023; Nguyen et al., 2021). This was to enhance the translational relevance of our findings. Once again, we identified very similar pairings that included *Il6, Lif, Clcf1* and *Ccl2*. Thus, our results were in agreement across species and across two independent ligand-receptor databases (Massenet-Regad and Soumelis, 2024; Shao et al., 2020).

Finally, we checked whether our genes of interest were enriched in particular mural cell subsets. It is known that brain pericytes and vascular smooth muscle cells are transcriptionally diverse in both mouse (Zeisel et al., 2018) and human (Yang et al., 2022). We also found this to be the case in mouse sciatic nerve, across all the datasets we examined (Supplementary R-Notebook 3). 

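The 1479 mural cells (32 sham and 370 PSNL cells in batch 1; 328 sham, 607 PSNL and 142 day 5 cells in batch 2) fell into 12 sub-clusters at a Leiden resolution of 1. This resolution was chosen after the data were examined, because at 0.5, which gave 7 sub-clusters, pericytes and smooth muscle cells of day 5 fell together. By markers, 3 sub-clusters with 291 cells were pericyte-like, 5 with 1036 cells were vSMC-like and 1 with 49 cells, all of day 5, was arteriolar SMC-like and was kept out of the vSMC-like group, a choice made after the sub-clusters were seen. A day 5 sub-cluster of 52 cells had pericyte markers but, among its 10 leading genes, Col1a1 and Col3a1 of the fibroblast list and none of the pericyte list, and was left unnamed. Another 33 cells carried fibroblast genes and 18 carried Schwann cell genes. Their median Scrublet doublet scores were 0.229 and 0.237, against 0.0123 over all cells. Sub-cluster 2 took 169 of its 182 vSMC-like cells from the PSNL library of batch 1 and sub-cluster 0 took 264 of 303 from that of batch 2, so the vSMC-like cells of these libraries lie in different sub-clusters.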

In our own scRNA-seq data, we detected three pericyte and two vascular smooth muscle cell (vSMC) populations (Fig. 5). The former were positive for expected markers like vitronectin (*Vtn*) and *Abcc9* (ATP binding cassette subfamily C member 9), while the latter expressed contractile genes actin alpha 2 (*Acta2*) and transgelin (*Tagln*) at the expected higher levels. 

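Vtn, Abcc9, Acta2 and Tagln were among the genes that named these sub-clusters, so their levels describe the groups. Vtn averaged 524 ± 102 CPM (SD, n = 5 libraries) in pericyte-like and 49.0 ± 40.4 in vSMC-like cells, and Abcc9 663 ± 268 and 36.1 ± 42.8. Notch3, which named mural cells but neither subset, was at 734 ± 331 and 732 ± 193 CPM, a difference within the spread between libraries.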

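Adgrf5 (ENSMUSG00000056492.6) lies on chromosome 17 of GRCm38 from 43360451 to 43459557. It was on the list of pericyte markers, so its level among sub-clusters partly follows from their naming. A UMI of Adgrf5 was seen in 26.4%, 23.0% and 23.3% of the cells of the 3 pericyte-like sub-clusters, whose 95% intervals overlap, at median depths of 3527, 2131.5 and 4757 UMIs. It was in 67.3% (52.9 to 79.7) of the 52 unnamed day 5 cells, at 12963 UMIs. With each cell thinned to 1000 UMIs, 6.53% of pericyte-like cells (3.98 to 10.0) and 0.772% of vSMC-like cells (0.334 to 1.52) kept a UMI, and 0.342% of Schwann cells did. No sub-cluster without Adgrf5 could be told from its neighbours among the pericyte-like cells at this depth.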

Pericytes could further be divided into those that lacked expression of *Adgfr5* (adhesion G-protein coupled receptor F5, possibly resembling the PER2 population described by Zeisel et al., 2018) and those that did not (resembling PER1 & 2 populations in Zeisel et al., 2018). There was also a very small number of *Acta2*-negative pericytes, possibly thin-strand capillary pericytes which reportedly express no or relatively little *Acta2* (Dalkara et al., 2024). 

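A cluster of 30 cells outside the mural clusters had a Notch3 UMI in 56.7% of cells (95% interval 37.4 to 74.5) and an Acta2 UMI in 10.0% (2.11 to 26.5). The Acta2 share in Schwann cluster 6, which should lack the gene, was 1.62%, at median depths of 2446 and 3045 UMIs. Thinned to 1000 UMIs, 0 of the 30 cells kept an Acta2 UMI, against 94.1% of mural cells. Its leading genes were Chodl, Myf5, Pax7 and Fgfr4, all on the list fixed for muscle satellite cells. Batch 2 at month 2 gave 24 of the cells after PSNL and 2 after sham surgery. In batch 1 there were 2 after PSNL and 0 of 544 after sham surgery, which allows a share of up to 0.551%, and there were 2 at day 5.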

Among vSMCs, a specific population was visible only at day 5 post-PSNL or sham surgery; it resembled the arteriolar SMCs described by Yang et al., 2022, expressing higher levels of *Slit3* (slit guidance ligand 3) and *Ctnna3* (catenin alpha 3).

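The arteriolar SMC-like sub-cluster held 49 of the 142 mural cells at day 5 after PSNL and 0 of the mural cells of each month 2 library. The month 2 shares allowed by a count of 0 reach 9.38% (sham, batch 1), 0.811% (PSNL, batch 1), 0.915% (sham, batch 2) and 0.494% (PSNL, batch 2). Slit3 and Ctnna3 were on the list that named it. On CPM, Slit3 stood at 112 (95% Poisson interval 87.9 to 140) there and between 40.9 and 73.6 in the 5 vSMC-like sub-clusters, while Ctnna3 stood at 41.7 (27.7 to 60.3) and between 40.1 and 69.2. The share of cells with a Ctnna3 UMI, 32.7%, was read at a median of 13653 UMIs, against 22.8% at 4062 UMIs in vSMC-like sub-cluster 0, and goes against the order of the CPM. The vSMC-like sub-clusters hold mostly month 2 cells. In the day 5 PSNL library itself, the 13 vSMC-like cells gave 13 Slit3 UMIs, at 137 CPM after TMM normalization. The 112 CPM of the arteriolar SMC-like cells was not TMM-normalized, so the values are on different scales. With so few UMIs besides, that library cannot decide whether Slit3 was higher in the arteriolar SMC-like cells. The day 5 sham library was not analysed here.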

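Among mural cells, the pericyte-like share at month 2 was 18.8% in the sham (95% interval 7.21 to 36.4) and 21.4% in the PSNL library of batch 1 (17.3 to 25.9). In batch 2 it was 24.7% (20.1 to 29.7) and 16.0% (13.2 to 19.1). The PSNL mean of 18.7% lay -3.06 percentage points from the sham mean of 21.7% (two-sided exact permutation test, p = 0.667, n = 2 libraries per group, where the smallest possible p is 0.333). The batches went in opposite directions, by 2.60 and -8.71 points. Without the sham library of batch 2 the difference was -0.0842 points. The vSMC-like shares were 81.3% and 76.8% in batch 1 and 68.6% and 80.4% in batch 2. At day 5 after PSNL they were 9.15% (4.97 to 15.1) vSMC-like and 19.7% (13.5 to 27.2) pericyte-like, with a further 36.6% in the unnamed sub-cluster with pericyte markers.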

At month 2, there was no consistent difference in the proportion of the various mural cell populations across injury states; at day 5, the PSNL sample did appear distinct from its sham control with increased PC1&2 and decreased vSMCs. It remains to be determined whether this is a replicable finding (Supplementary Table 5). Furthermore, some of the genes which we found to be upregulated in mural cells upon nerve injury appeared differentially enriched in one cell type over another, with an over-representation of *Il6, Lif, Clcf1, Ccl2* and tenascin-C (*Tnc*) in pericytes, while *Ngf* appeared more prominent in vascular smooth muscle cells (Fig. 6). This was statistically significant for *Il6, Clcf1, Ccl2* and *Tnc* (Supplementary Table 8). 

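To compare detection between subsets, each cell was thinned to 1000 UMIs, which left out 0 cells. Il6 was then seen in 14.1% of 291 pericyte-like cells (95% interval 10.3 to 18.6) and 0.290% of 1036 vSMC-like cells (0.0598 to 0.844), and in 0.0342% of Schwann cells. Without thinning, the shares were 22.3%, 0.772% and 0.103%, at median depths of 3033, 3555 and 2662 UMIs. Ccl2 was seen in 2.75% of pericyte-like (1.19 to 5.34) and 0.0965% of vSMC-like cells after thinning, and in 0.821% of Schwann cells. Tnc was in 0.344% and 0.676% of the subsets, below its 5.23% in Schwann cells. Lif was seen in 0 cells of either subset after thinning, and Clcf1 in 2 pericyte-like and 0 vSMC-like cells, which were too few to compare.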

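Clcf1 (ENSMUSG00000040663.9) lies on chromosome 19 of GRCm38 from 4214238 to 4223490, where AC109138.7 overlaps it on the same strand, and Tnc (ENSMUSG00000028364.15) on chromosome 4 from 63959785 to 64047015. Library sums of pericyte-like and vSMC-like cells were compared over 3884 genes with the library as a block. Il6 stood at 252 ± 219 CPM (SD, n = 5 libraries) in pericyte-like and 12.3 ± 23.9 in vSMC-like cells, a log2 fold change of 6.20 (SE 0.55, adjusted p = 7.93e-09 from edgeR). It was higher in the 4 month 2 libraries but not at day 5, where 5 and 6 UMIs gave 28.3 and 54.8 CPM. The day 5 mural cells held 82 Il6 UMIs. Most of them lay in the unnamed and arteriolar SMC-like sub-clusters, left out of both groups, so day 5 cannot decide the comparison. Ccl2 stood at 41.2 ± 58.0 and 0.603 ± 0.645 CPM (6.35, SE 0.63, adjusted p = 6.07e-08 from edgeR). The PSNL month 2 library of batch 2 gave 50 of its UMIs in pericyte-like cells and the others 0, 4, 1 and 10; without that library the log2 fold change was 4.13 and still called. Clcf1 rested on 6 UMIs in 2 pericyte-like sums and 0 in the vSMC-like sums (adjusted p = 0.0276 from edgeR). Its call was lost with DESeq2, with no filter on low counts, and without the sham library of batch 1 (log2 fold change 4.87) or the PSNL month 2 library of batch 2 (3.69), against 5.08 with all libraries. It was lost too when the arteriolar SMC-like cells of day 5 were counted with the vSMC-like cells (3.30). They had been taken out of that group after the sub-clusters were seen. Tnc, at 17.0 ± 25.9 and 10.8 ± 5.78 CPM, was not called (0.48, SE 0.67, adjusted p = 0.646 from edgeR). Lif, with 1 UMI in each subset, was not called either (adjusted p = 0.676 from edgeR).
Over the paper's list, 4 of 6 genes were called in the direction the paper names, 3 of 6 with the arteriolar SMC-like cells included, and 2 of 6 without the PSNL month 2 library of batch 2. Adjusted over the list alone the count was 4 of 6; the paper took most of the list from its bulk sequencing of sorted cells, which was not analysed here, and does not say how it was chosen from there. Il6 was among the leading genes of pericyte-like sub-cluster 4, so the grouping was not made independently of it. From the comparison of its own clusters, which took cells as replicates, the paper states that the enrichment in pericytes was significant for Il6, Clcf1, Ccl2 and Tnc.

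**Figure D2:**
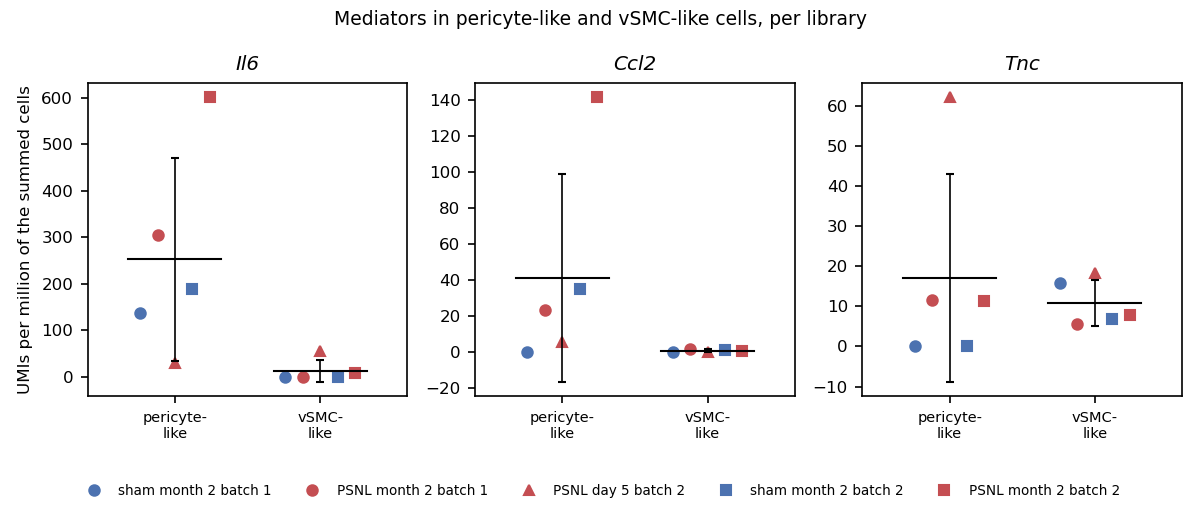
CPM of 3 mediators in pericyte-like and vSMC-like sums, 1 point per library, coloured by surgery, with the shape giving batch and the triangle day 5; black lines give the mean and SD of 5 libraries. The highest Il6 point, 602 CPM, is the PSNL month 2 library of batch 2.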

*Tnc* has been linked to inflammation in painful diseases like arthritis, with its knockout reported to be protected from erosive arthritis in mice (Midwood et al., 2009).

### 3.4 A human nerve-derived pericyte line expresses known pro-algesic mediators

Our findings from mouse indicate that Pdgfrb+ cells in sciatic nerve express high levels of pro-algesic mediators that are further up-regulated with nerve injury. We also present evidence to indicate that this effect is particularly striking in Pdgfrb+/Cd146+ mural cells, which are likely equivalent to the pericytes/vascular smooth muscle cells we visualised with tissue clearing; their numbers remained increased two months after PSNL.

To test whether pericytes have similar pro-algesic potential in human, we studied two immortalized pericyte cell lines. Due to ease of availability, we started with a commercially available line derived from human placenta. In an effort to increase our translational relevance, we then also used a second line derived specifically from human sciatic nerve to match the tissue we were studying in mouse (Shimizu et al., 2011).

We cultured these cells and analysed the media they released using Luminex protein analysis. IL-6, NGF, and CCL2 were detectable in both pericyte lines, while LIF was absent (Fig. 7). NGF and IL-6 appeared constitutively expressed, while CCL2 could only be detected once pericytes were stimulated with pro-inflammatory cytokines TNF or TNF and IL-17. IL-6 expression was also highly up-regulated in these two stimulation conditions.

### 3.5 Conditioned medium from human sciatic nerve pericytes induces intracellular activation of human IPSC-cell derived sensory neurons

Finally, we tested whether human sciatic nerve pericytes are able to impact human sensory neurons. We once again compared naïve pericytes with those stimulated with cytokines for four hours (TNF or TNF and IL-17). After treatment, media were removed and used on human stem-cell derived sensory neurons for one hour. Western blotting revealed that conditioned medium from stimulated pericytes was able to induce phosphorylation of the transcription factor STAT3 in sensory neurons (Fig. 8). Phosphorylation of STAT3 is a known consequence of peripheral nerve injury (Qiu et al., 2005; Schwaiger et al., 2000), and particularly noteworthy in the context of our study: several of the mediators we identified as up-regulated with nerve injury in mouse mural cells are cytokines which activate the JAK/STAT pathway (Il6, Lif and Clcf1). Our ligand-receptor analyses suggest these should be able to bind mouse and human sensory neurons directly, signalling via the g130 receptor (*Il6st*) and its various co-receptors (e.g. soluble Il-6, Lif and Cntf receptors). Our conditioned medium experiments now experimentally support the notion that substances released from stimulated pericytes, such as IL6 shown in Fig. 7, can activate sensory neurons directly.

## 4 Discussion

In summary, we present a series of experiments that indicate that Pdgfrb+ fibroblasts and mural cells in sciatic nerve express prominent known and putative pro-algesic mediators that are further upregulated upon painful nerve injury. We also obtained both flow cytometry and immunostaining data to suggest that the number of Pdgfrb+ mural cells is persistently increased in damaged sciatic nerve, detectable up to 2 months after an initial insult. Finally, we provide evidence that the pro-algesic potential of mural cells translates to human, with a nerve pericyte line expressing some of the same pro-algesic mediators and inducing STAT3 phosphorylation in human stem-cell derived sensory neurons upon activation. It remains to be determined whether this translates into regulation of pain-relevant genes as well as neuronal hyperactivity, as we have previously observed following stimulation with JAK-STAT cytokines (Li et al., in press).

Some of our day 5 flow cytometry results at first glance appear to be contradicted by later tissue clearing data. Specifically, with flow cytometry we observed an increase in mural cells five days after nerve injury (Fig. 2A–C), while quantifying these cells in situ in cleared nerves only showed a significant increase in Pdgfrb+ cells in general, rather than Pdgfrb+ mural cells more specifically. We believe that this is a reflection of the challenges associated with attempting to capture changes in a small population of cells while being faced with not insignificant within- and across-batch variation; for example, the number of mural cells we determined in our day 5 post-PSNL imaging experiments ranged from 50 to 350, with batch 1 displaying higher counts and injury-induced changes more in line with our flow cytometry results (Supplementary Fig. 4). At the two-month time-point, the increase in Pdgfrb+ cells replicated across both flow cytometry and tissue clearing, suggesting that, if anything, the dysregulation in Pdgfrb+ fibroblasts and mural cells worsens over time.

Fibroblasts have been implicated previously in nerve-injury induced pain (Singhmar et al., 2020), with a particular focus on a Pi16+ population, which is contained amongst our Pdgfrb+ cells (Fig. 4). In general, it is important to note that the Pdgfrb+ fibroblasts we observed in mouse nerves are not homogeneous, but consist of several different sub-populations, including known universal sub-types positive for marker genes *Col15a1, Pi16, Ccl19* (Buechler et al., 2021; Korsunsky et al., 2022). In our single-cell sequencing data, it appeared that Col15a1+ fibroblasts were reduced in number upon nerve injury (making up 2–11 % of all cells in PSNL vs. 18–33 % in sham samples). However, given the small sample size (n = 3), it remains to be determined whether this is a replicable effect.

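Cluster 1 made up 23.0% of the cells of the sham (95% interval 19.5 to 26.7) and 7.31% of the PSNL library of batch 1 (6.28 to 8.44). In batch 2 it made up 18.8% (17.5 to 20.2) and 11.3% (10.3 to 12.4) at month 2, and 2.02% (1.37 to 2.88) at day 5 after PSNL. At month 2 the PSNL mean of 9.31% lay -11.6 percentage points from the sham mean of 20.9% (two-sided exact permutation test, p = 0.333, the smallest that 2 libraries against 2 allow). The difference was -15.7 points in batch 1 and -7.49 in batch 2. With any 1 library left out it ranged from -13.7 to -9.49. These are shares of sorted cells, so they also move with the number of other cells captured. Among fibroblasts without the Cldn1 cells, a denominator chosen after the data were examined, the shares were 25.4% and 11.7% in batch 1 and 35.7% and 29.4% in batch 2 (exact permutation p = 0.667, n = 2). From its own counts the paper proposes that Col15a1+ fibroblasts were fewer after injury.

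**Figure D3:**
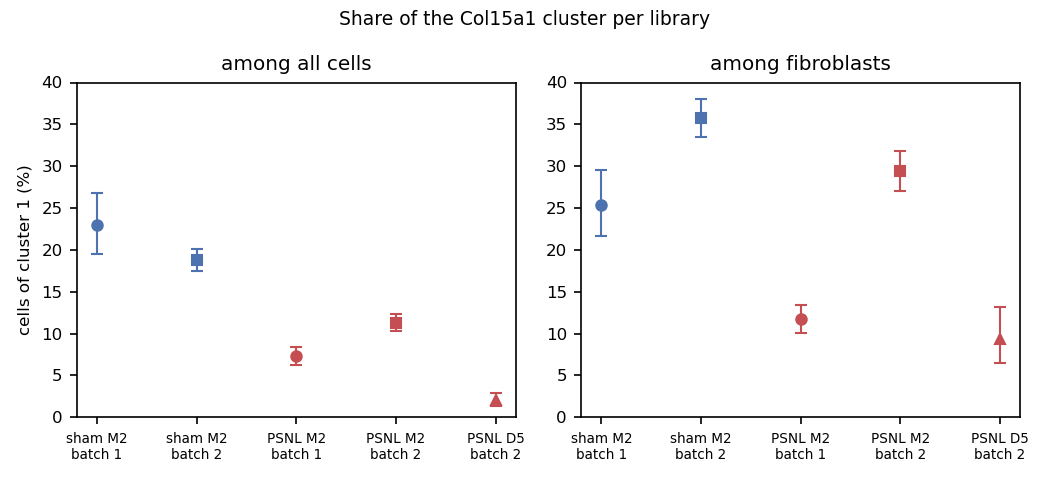
Cells of cluster 1 as a percentage of all cells (left) and of fibroblasts (right) in each library, with exact 95% intervals that cover counting error only. M2 is month 2 and D5 day 5. The fibroblasts on the right leave out the Cldn1 cells and count cluster 12, so the D5 point is 30 of 319 cells. Without cluster 12 it would be 30 of 67, so this point does not show a loss among the other fibroblasts. Both PSNL month 2 points lie below both sham points on the left, and on the right the PSNL point of batch 2 at 29.4% lies above the sham point of batch 1.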

Mural cells have not been explicitly studied to date with respect to traumatic neuropathic pain states. In contrast, in the central nervous system (CNS), their altered functions in ischemic and neurodegenerative conditions are well-described (Dalkara et al., 2024). Thus, pericytes contract when blood flow is interrupted in a mouse model of ischemic stroke and remain contracted even when middle cerebral artery occlusion is lifted (Yemisci et al., 2009). There is evidence to suggest that this failure to allow re-perfusion is due to pericytes dying in a state of rigour, with their ‘corpses’ constricting the capillaries they envelop, presumably until they are removed by phagocytic cells (Dalkara et al., 2024; Hall et al., 2014).

Whether similar mechanisms will be at play in our specific nerve injury model is less clear. While peripheral nerves can develop the same re-perfusion injuries that are detectable in CNS, it is generally very difficult to render them ischemic. In fact, most rodent studies report that crush or focal nerve injuries result in hyperemia, i.e. increased rather than decreased blood flow (Zochodne, 2018). This also appears to be the case for human entrapment neuropathies, specifically carpal tunnel syndrome, where hypervascularisation appears to correlate with symptom severity (Kutlar et al., 2017). There are exceptions to this, with ischemia reported in specific models, like chronic constriction injury (Levy and Zochodne, 1998), or chronic neuromas (Xu and Zochodne, 2002) in which disruption of blood flow appeared to vary across zones, with some showing abnormal levels of angiogenesis, while others appeared to be ischemic. It is tempting to speculate that our result, of a long-lasting increase in pericyte numbers, is more in keeping with angiogenesis. In the clinic, the nature of blood flow alterations (hyperemia vs. ischemia) and the degree of inflammation will likely vary across individuals and nerve injury types. As a result, there have been calls to revise the current grading system for peripheral nerve injuries (Yeoh et al., 2022), which was first developed in the 1950s (Sunderland, 1951).

Whatever the consequence of pericyte dysfunction on blood flow, our data indicate traumatic nerve injury alters mural cell and Pdfgrb+ fibroblast transcription in a way that is likely to sensitize nociceptive neurons. Ironically, this may be an unfortunate side-effect of the system trying to re-model and repair its blood supply, with many of the pro-algesic mediators we observe upregulated after injury (*Ngf, Il6, Lif, Ccl2*) also having known roles in angiogenesis, vasodilation and vascular remodelling (Funamoto et al., 2000; Hilgendorf et al., 2024; Nian et al., 2004; Peplow, 2014). As expected, given the discovery of universal, cross-tissue fibroblast sub-types, our results in nerve parallel what is being reported in joint, where fibroblast dysfunction is increasingly being linked to sensory neuron hyperactivity and pain (Shinotsuka and Denk, 2022; Wijesinghe et al., 2024), most recently also in patient cohorts (Bai et al., 2024).

In conclusion, we propose that stromal cell abnormalities should be considered when developing novel strategies to tackle pain as a result of physical nerve entrapment. They are also likely to be relevant to other conditions which can cause chronic pain, including arthritis and diabetic neuropathy, where alterations in pericyte and blood-nerve-barrier function have consistently been identified (Richner et al., 2018). Indeed, a recent single cell atlas of human sural nerves taken from individuals living with polyneuropathy identified vascular smooth muscle cells and perineural fibroblasts as two of the cell types that were more abundant in disease and that correlated with the extent of disability experienced by the donors (Heming et al., 2024). More work is now needed to functionally validate these observations, e.g. by demonstrating a causal connection between particular stromal cell sub-populations and/or stromal cell-derived mediators and neuropathic pain. Such additional mechanistic insights may open up future drug development opportunities to finally provide relief for the millions of people suffering from neuropathic pain every day.

## Supplementary Material

Supplementary Material **Appendix A. Supplementary data**
Supplementary data to this article can be found online at https://doi.org/10.1016/j.bbi.2025.05.012.

## Figures and Tables

**Fig. 1:**
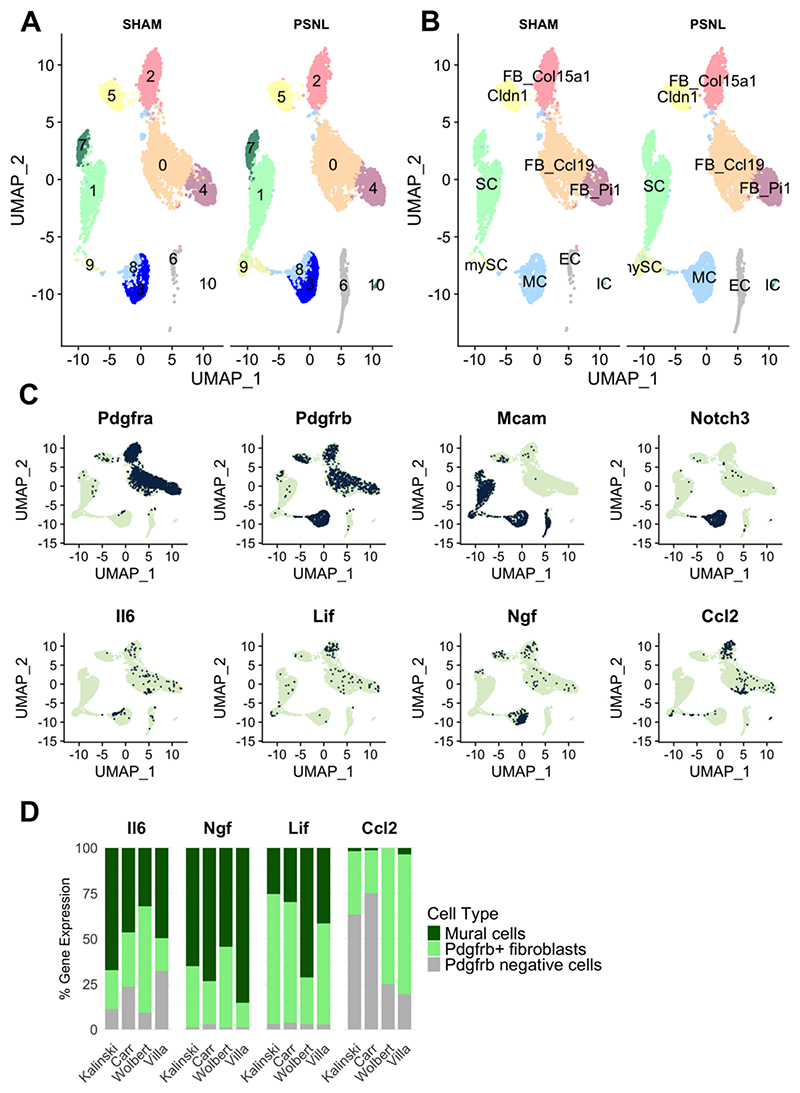
scRNA-seq of stromal cells within mouse nerves reveals fibroblasts and mural cells to be rich in pro-algesic mediators. A) Unsupervised clustering indicated that we could distinguish 11 cell clusters which we then annotated according to their marker gene expression as shown in (B) (see also Supplementary Fig. 8). n = 3 per condition (sham vs. partial sciatic nerve ligation, PSNL), across two timepoints (n = 1, day 5 post-PSNL; n = 2 month 2 post-PSNL). Cluster IDs: fibroblasts (FB) positive for Col15a1, Ccl19, Pi16; barrier cells (Cldn1), mural cells (MC); Schwann cells (SC); myelinating Schwann cells (mySC); endothelial cells (EC); immune cells (IC). C) Notch3 and Mcam (melanoma cell adhesion molecule = Cd146) double positive mural cells and Pdgfrb+ fibroblasts express known and putative pro-algesic mediators Il-6, Ngf, Ccl2 and Lif. Each dot is a cell. The greener the cell, the higher the expression of a particular gene. D) The proportion of pro-algesic mediator gene expression across mouse sciatic nerve cells as identified by our own (Villa) and three other, previously published scRNA-seq datasets (Carr et al., 2019; Kalinski et al., 2020; Wolbert et al., 2020). Notch3/Cd146/Pdgfrb+ mural cells and Pdgfrb+ cells consistently contained higher levels of these mediators than other (Pdgfrb negative) cell populations (Wolbert et al., 2020). All previously published work did not sort mesenchymal lineage specifically, so Pdgfrb negative cells included immune, endothelial and Schwann cell populations. See Supplementary R-Notebook 2 and Supplementary Table 4 for more information on how Pdgfrb+ and negative clusters were selected.

**Fig. 2:**
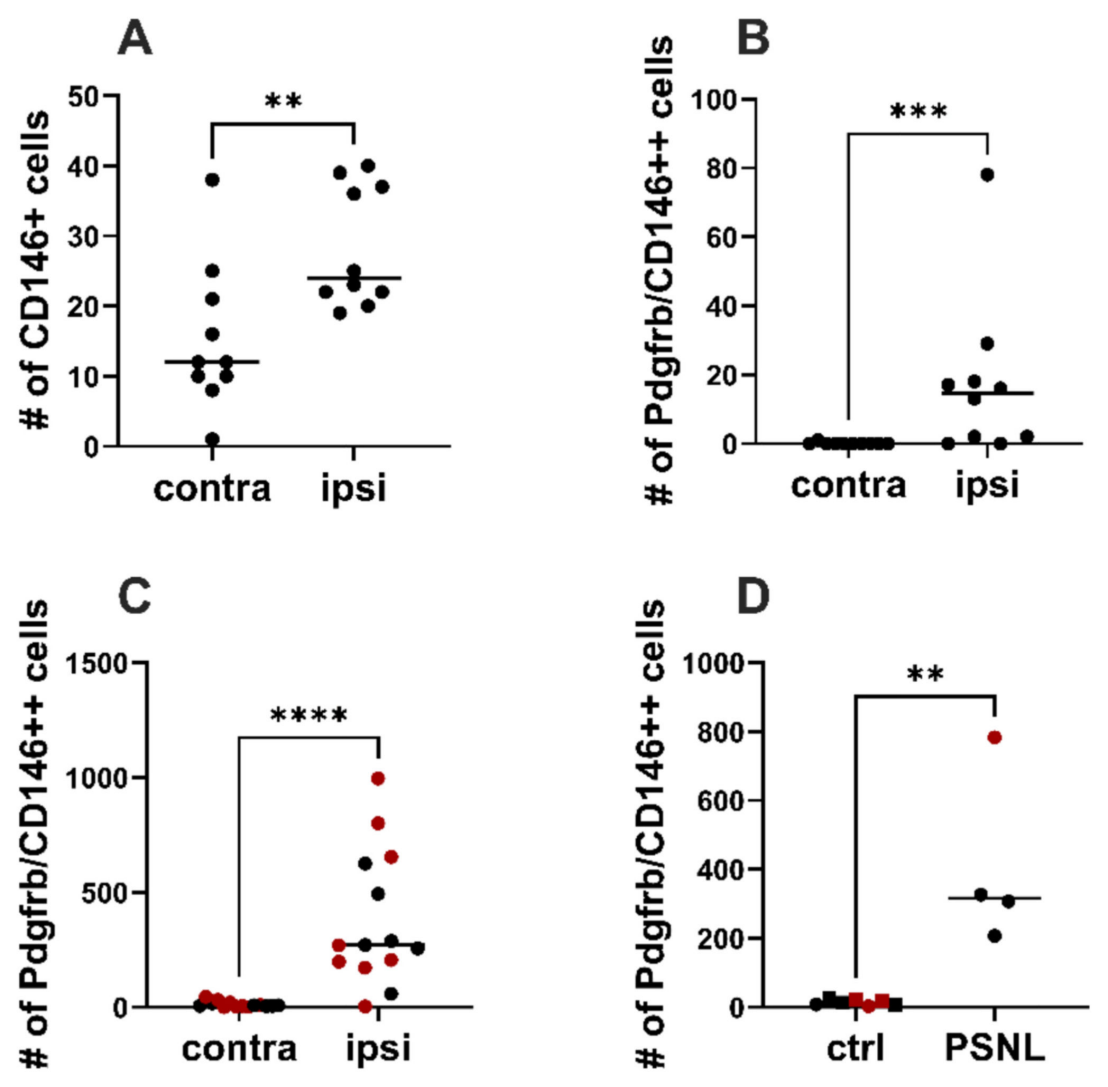
Nerve mural cells are persistently increased upon traumatic nerve injury, as measured by flow cytometry and FACS. Three independent investigators using different mouse lines, antibody panels, gating strategies and flow cytometers/sorters all detected higher numbers of Cd146+ (/PDGFRB+) mural cells in ipsilateral mouse sciatic nerves five days after partial ligation compared to their uninjured, contralateral counterparts (contra). A) Male C57BL/6J mice (n = 10) stained with antibody panel in Supplementary Table 1A. B) Male C57BL/6J mice (n = 10) stained with antibody panel in Supplementary Table 1B. C) Male and female Pdgfrb-tdTomato mice (n = 14) stained with antibody panel in Supplementary Table 1C. Datasets were analysed with a non-parametric Mann Whitney *t*-test, p = 0.0026 for A, p = 0.0007 for B, p < 0.0001 for C. See Supplementary Figs. 1–3 for corresponding gating strategies. D) Two months post-PSNL, the increase in Cd146+(/Pdgfrb+) double positive cells in PSNL nerves (n = 4) was still apparent compared to uninjured samples (n = 5 sham denoted by squares, n = 2 contralateral denoted by circles). Mann Whitney non-parametric *t*-test p = 0.0061. Black symbols = male mice, red symbols = female mice. (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

**Fig. 3:**
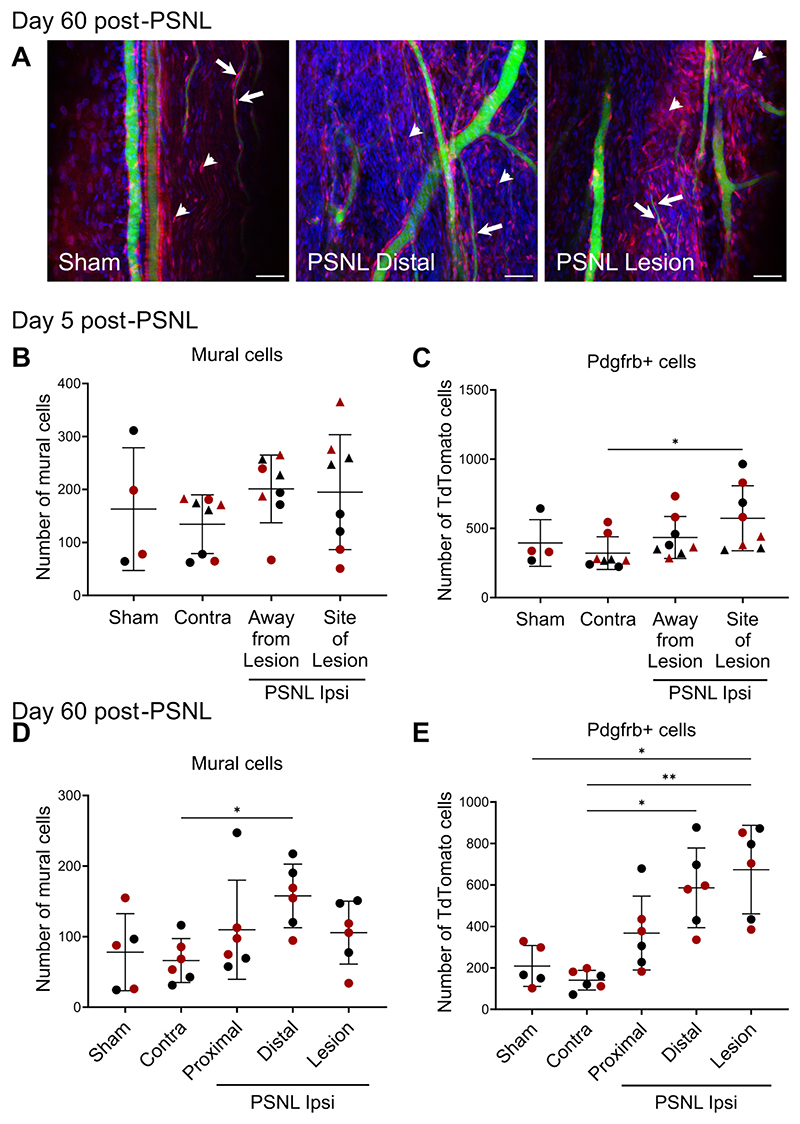
Nerve mural and stromal cells are increased upon traumatic nerve injury, as measured by confocal imaging of cleared sciatic nerve. A) Representative maximum intensity projection images of the sciatic nerve of PdgfrbCre × tdTomato mice perfused with FITC-albumin-gelatin 60 days after sham or PSNL surgery. Arrows point to examples of mural cells and arrowheads of Pdgfrb+ cells (scale bar = 50 μm). B) Number of mural cells and C) Pdgfrb positive (stromal) cells 5 days post PSNL or sham surgery. Experiment carried out in two batches (triangles = batch1, n = 4; circles = batch 2, n = 4). D) Number of mural cells and E) Pdgfrb positive (stromal) cells 60 days post PSNL or sham surgery (n = 5–6). Datasets were analysed with a non-parametric Kruskal-Wallis one-way ANOVA with Dunn’s multiple comparisons (black symbols = males, red symbols = females). (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

**Fig. 4:**
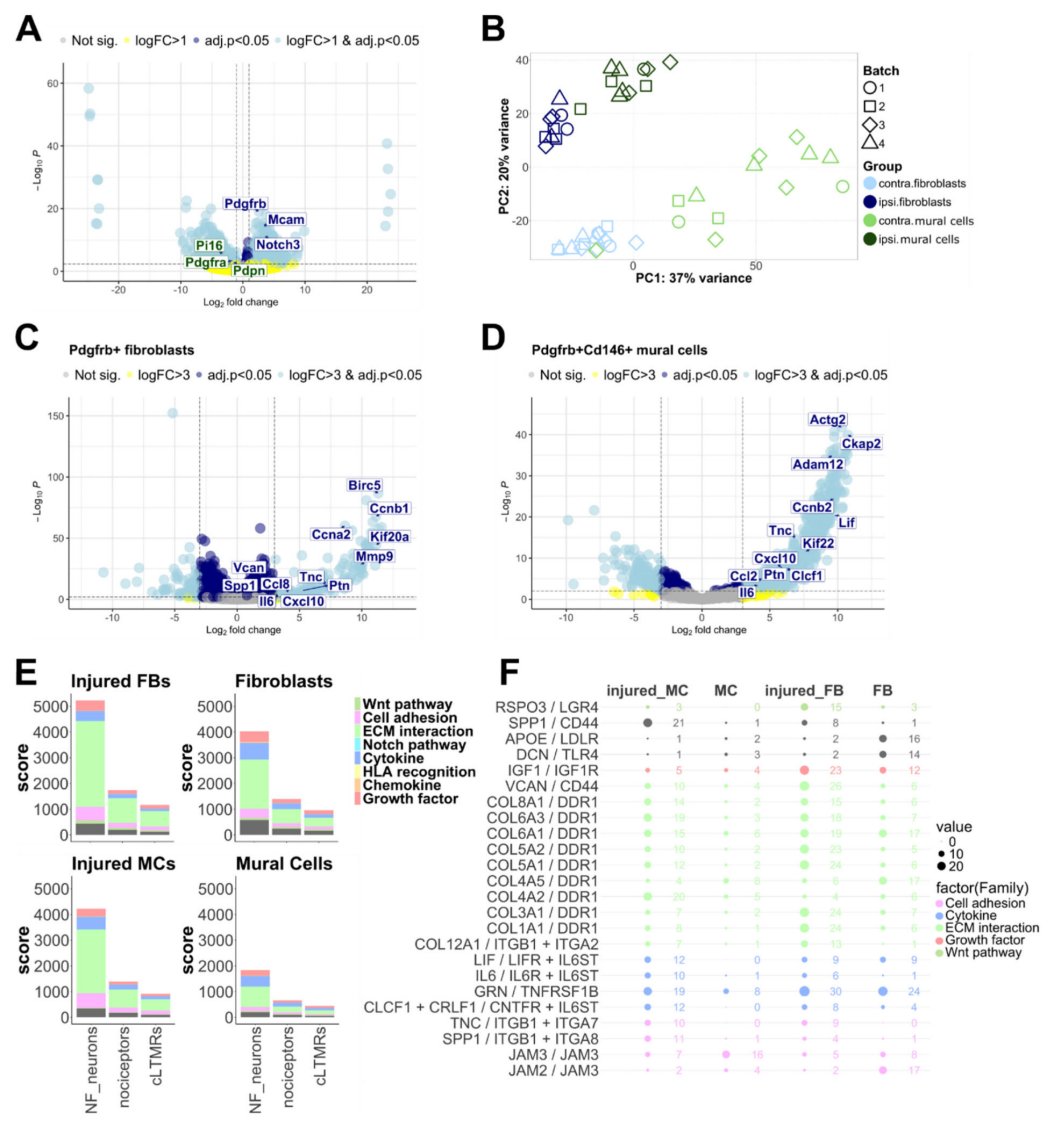
Bulk sequencing analysis of sorted nerve Pdgfrb+ fibroblasts and Pdgfrb+/CD146+ mural cells shows that both populations display significant pain-relevant transcriptional regulation that has potential to affect communication between these cell types and sensory neurons. A) Differential expression confirmed our sorting strategy was successful, with mural cell markers (blue labels) significantly upregulated in Pgfrb+/CD146+ double positive samples and fibroblast markers (green labels) significantly upregulated in Pdgfrb+ single positive samples. B) Principal component analysis of all samples analysed in the experiment. Cell type and experimental state (ipsi vs. contra = injured vs. contralateral nerve) are clearly distinguishable, even at whole transcriptome level. C Volcano plots of genes regulated at log_2_FC > 3 (=eightfold difference compared to control) in ipsilateral compared to contralateral nerve, 5 days after PSNL for fibroblasts and & D) mural cells. Each dot is a gene; occasional labels are displayed, all of them for genes that are significantly regulated at adjusted p < 0.05 (i.e. dots are above the horizontal dotted line). In light blue are genes that are significantly regulated more than 8× (to the left or right of the vertical dotted lines); in dark blue are those significantly regulated at lower fold changes. In yellow and grey are genes which are not significantly regulated. E) Ligand-receptor interactions between mouse sensory neurons and injured or uninjured nerve Pdgfrb+ fibroblasts (FBs) or mural cells (MCs). Communication scores are plotted for different ligand-receptor families. The higher the score, the more matching ligand-receptor pairs are expressed in a particular family in the sender (fibroblasts/mural cells after nerve injury) and receiver cells: neurofilament positive sensory neurons (NF), nociceptors and C-low threshold mechanoreceptors (cLTMRs). The grey colour indicates other interactions that do not fall within the most commonly occurring families. F) Plotting the top ligand receptor pairings that are differentially expressed between injured & uninjured mural cells (MCs) and fibroblasts (FBs) five days after PSNL. The colours denote the function of each ligand-receptor pair, the size of the bubbles and corresponding numbers represent the communication scores. (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

**Fig. 5:**
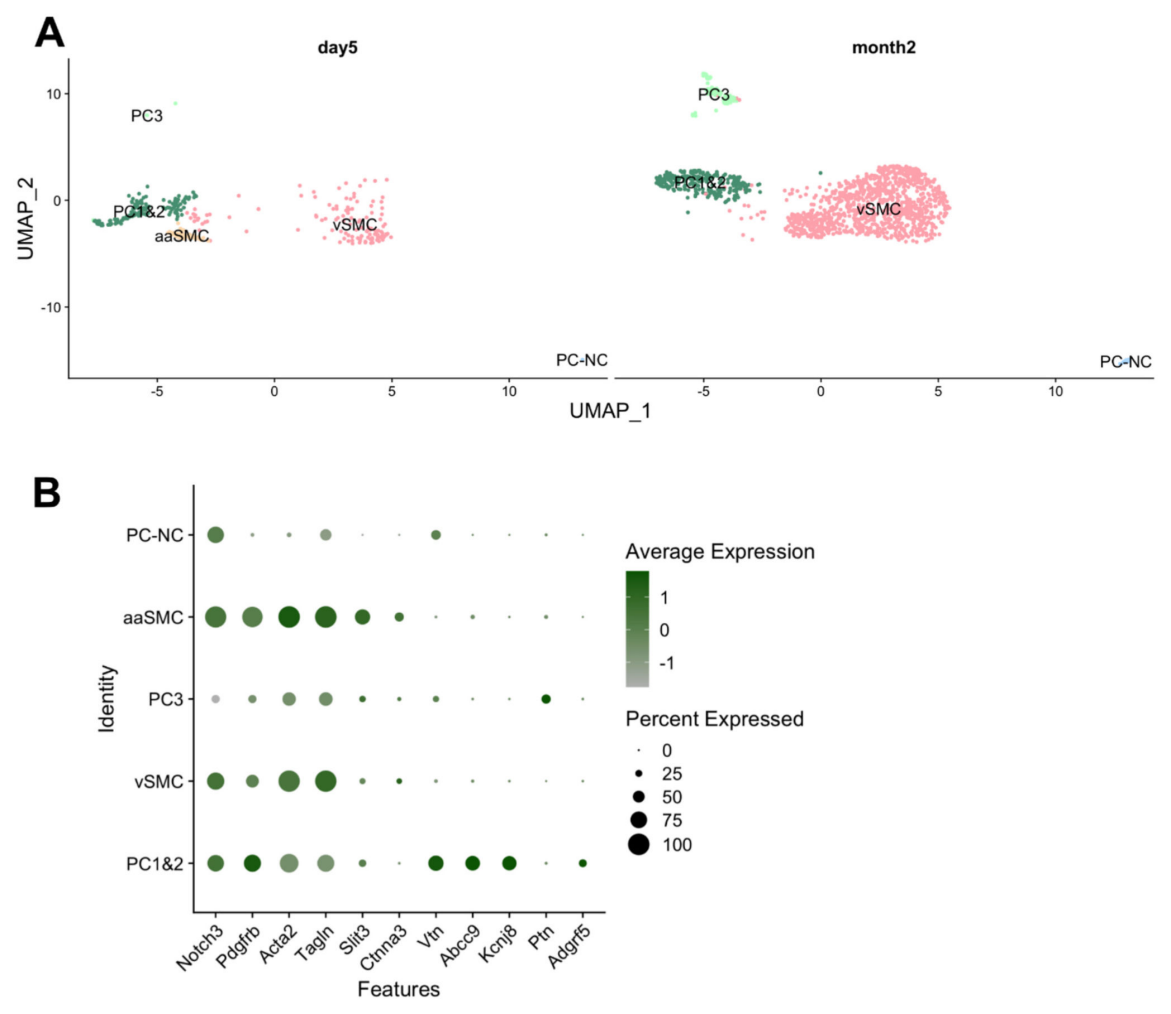
Mural cells in sciatic nerve display the expected molecular diversity. Mouse mural cells sub-cluster into five groups, resembling cell types previously described in the brain, with one (aaSMC) detected only day 5 after PSNL or sham surgery (A). Acta2 & Tagln high vascular smooth muscle cells (vSMC), arteriolar SMCs enriched for Slit3 and Ctnna3 (aaSMC), Vtn & Abcc9 & Kcnj8 positive pericytes (PC1&2), Adgrf5 negative (PC3) and Acta2 negative pericytes (PC-NC). Expression of marker genes is plotted in B. No prominent differences were detected between sham and PSNL groups at either timepoints.

**Fig. 6:**
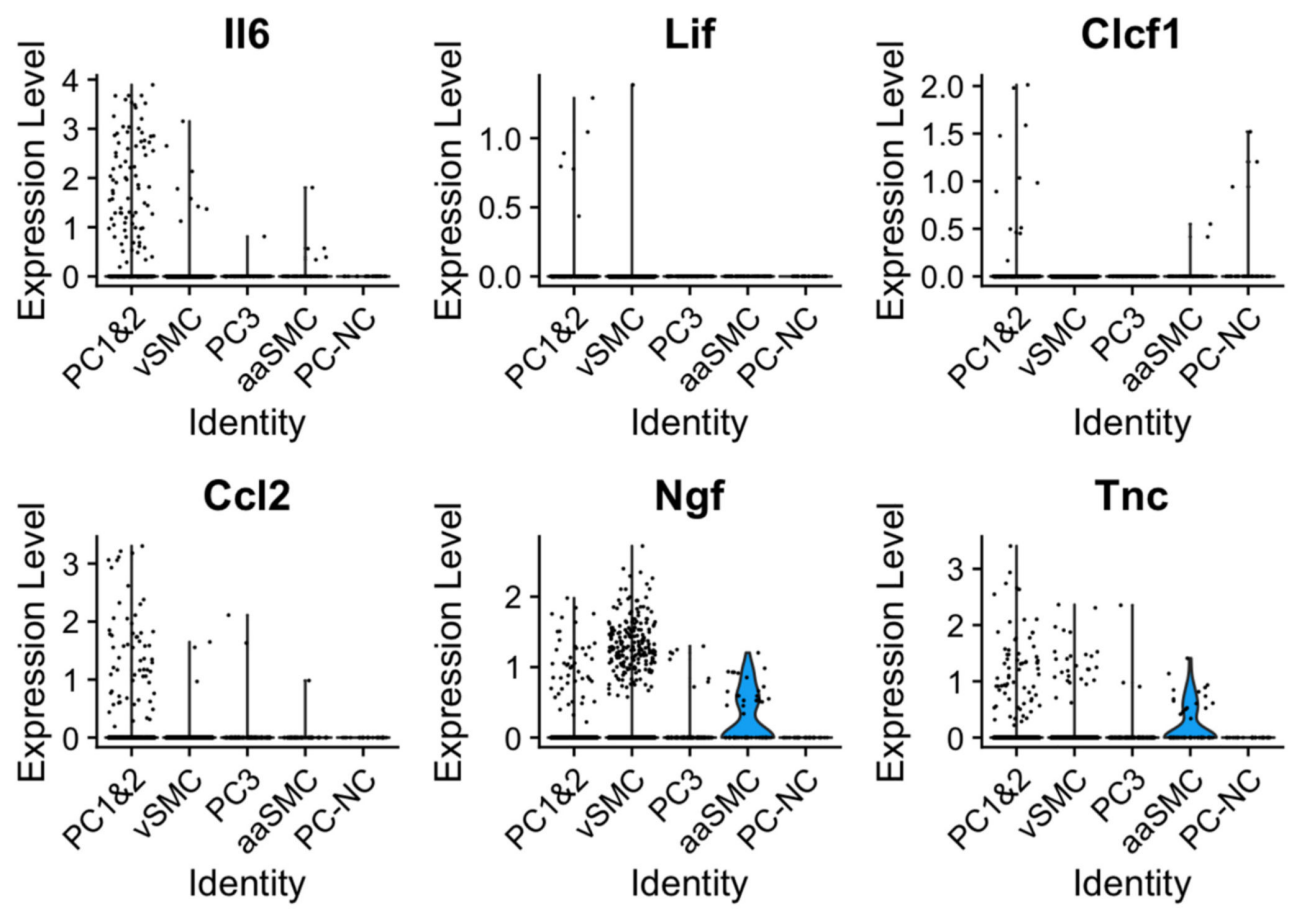
Some of the known and putative pro-algesic mediators appear differentially expressed in specific mural cell subtypes. Plotted here is a selection of mediators, the majority of which we identified as differentially expressed in pericytes in our bulk sequencing experiment (Il6, Lif, Clcf1, Ccl2 and Tnc). Their expression patterns appeared to differ across mural cell populations, with significant enrichment of Il6, Ccl2 and Tnc in PC1&2 pericytes, and Clcf1 in Acta2 negative pericytes (PC-NC).

**Fig. 7:**
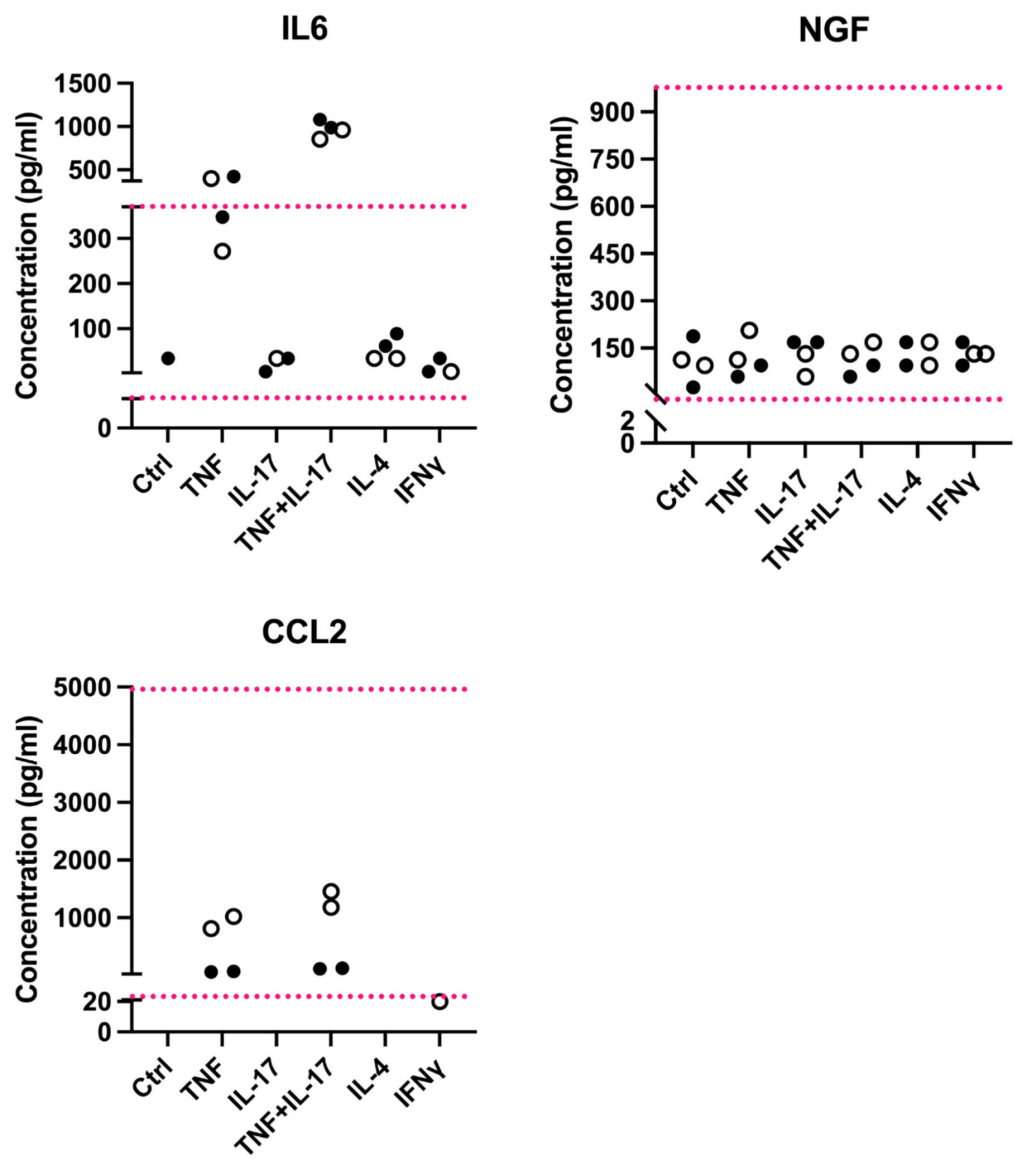
Known pro-algesic mediators IL-6, NGF and CCL2 are detectable in human pericyte lines. Each dot is a well of cells. Filled circles shows the expression levels obtained from media taken from a placental pericyte line, open circles those obtained from a nerve pericyte line. Ctrl = regular pericyte media; other columns: pericytes treated for four hours with TNF (10 ng/ml), IL-17 (10 ng/ml), TNF + IL-17 (both at 10 ng/ml), IL-4 (10 ng/ml) or IFNγ (100 ng/ml). The red dotted lines represent the upper and lower limits of the standard curves for each protein, i.e. the upper and lower detection limits. Shown here are 1:100 dilutions for IL-6 and NGF and 1:2 dilutions for CCL2. (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

**Fig. 8:**
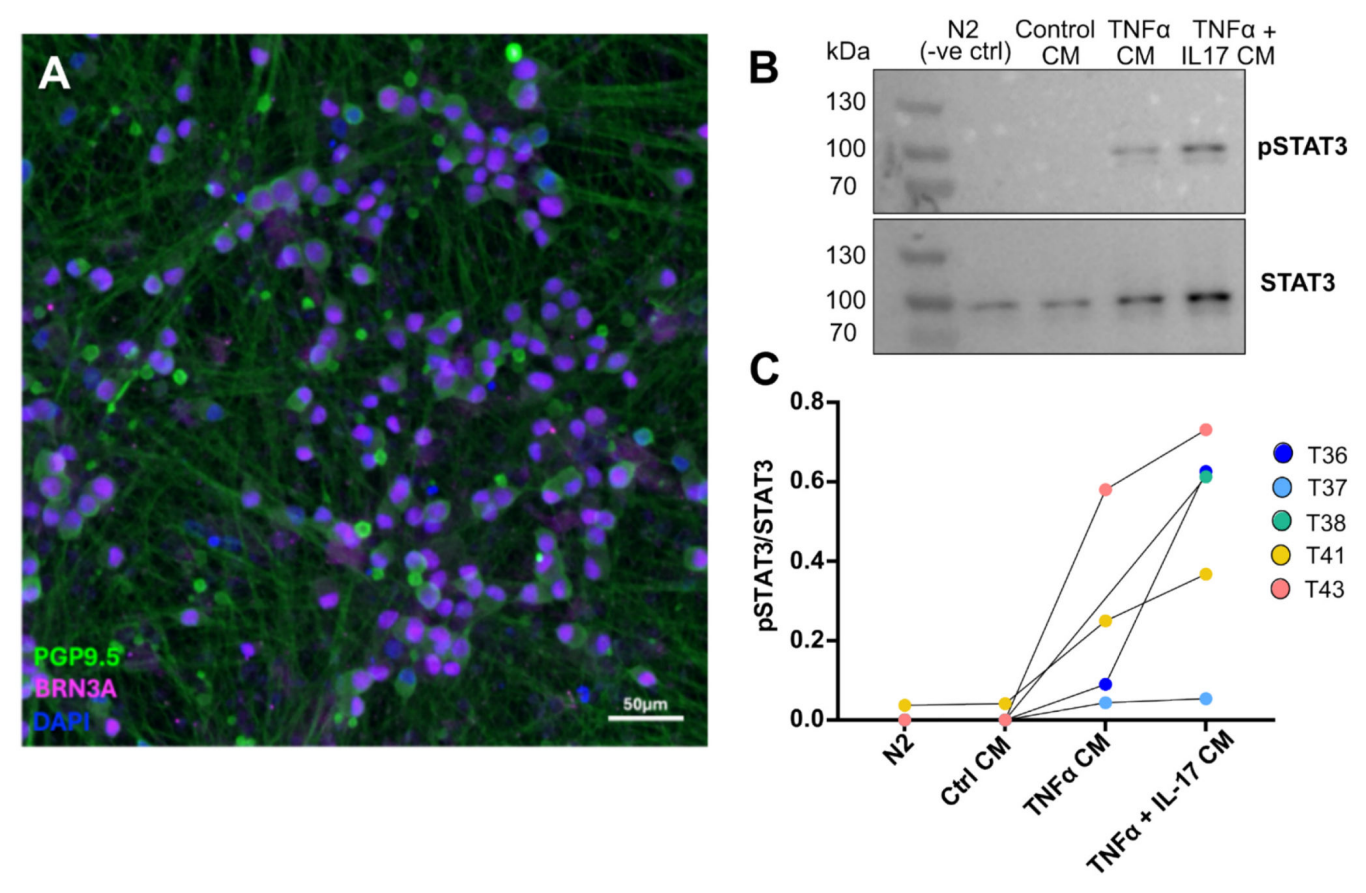
Conditioned media derived from human nerve-derived pericytes induce phospho-STAT3 in human IPSC-derived sensory neurons. (A) Representative immunocytochemistry image of stem-cell derived sensory neurons stained with pan-neuronal marker PGP9.5, sensory neuron transcription factor BRN3A and nuclear marker DAPI. (B) Western blot of neuronal pSTAT3 and STAT3 following conditioned media incubation. See Supplementary Materials for all full-length Western Blots. (C) Quantification of neuronal pSTAT3/STAT3 following incubation with cytokine-activated pericyte conditioned media (CM). Each dot represents an independent neuron differentiation (T36-43, n = 5). N2 = neuronal control medium.

## Data Availability

For sequencing data and code, see Supplementary Files, GSE283177 (scRNAseq) & GSE283281 (bulk). Full length Western blots are in the Supplementary Materials. Raw fcs files are available upon request.

# Supplementary material for: A role for fibroblast and mural cell subsets in a nerve ligation model of neuropathic pain?
**Source:** Brain Behav Immun. Author manuscript; Available in PMC 2025 Nov 20.

## Supplementary Figures

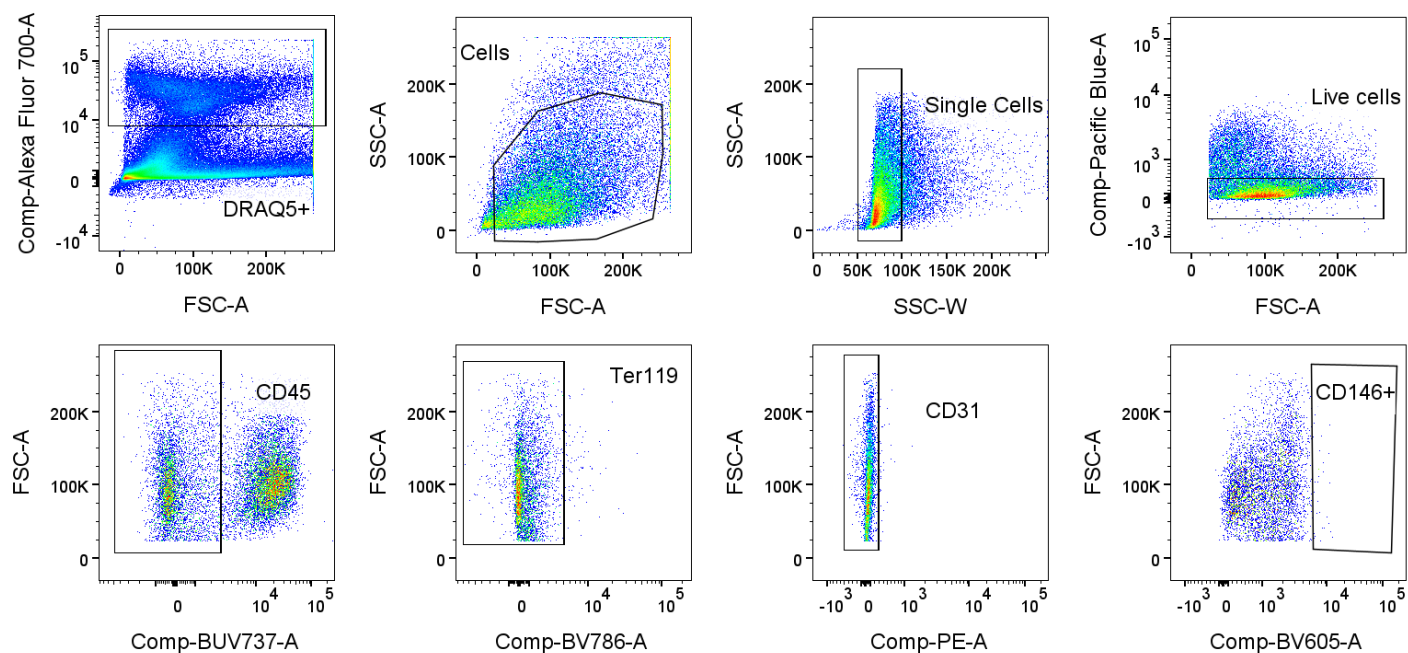

**Supplementary Figure 1: Gating strategy for flow cytometry experiment shown in Figure 2A.** Nucleated events were selected with DRAQ5; followed by selection of single, live cells and exclusion of immune cells (CD45 neg), erythrocyte precursors (Ter119 neg) and endothelial cells (CD31 neg). CD146 positive mural cells were then quantified. The sample shown here is from an ipsilateral nerve. All gates were placed using fluorescence minus one controls, with the CD146 FMO shown here.

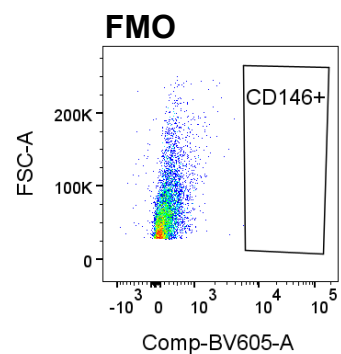

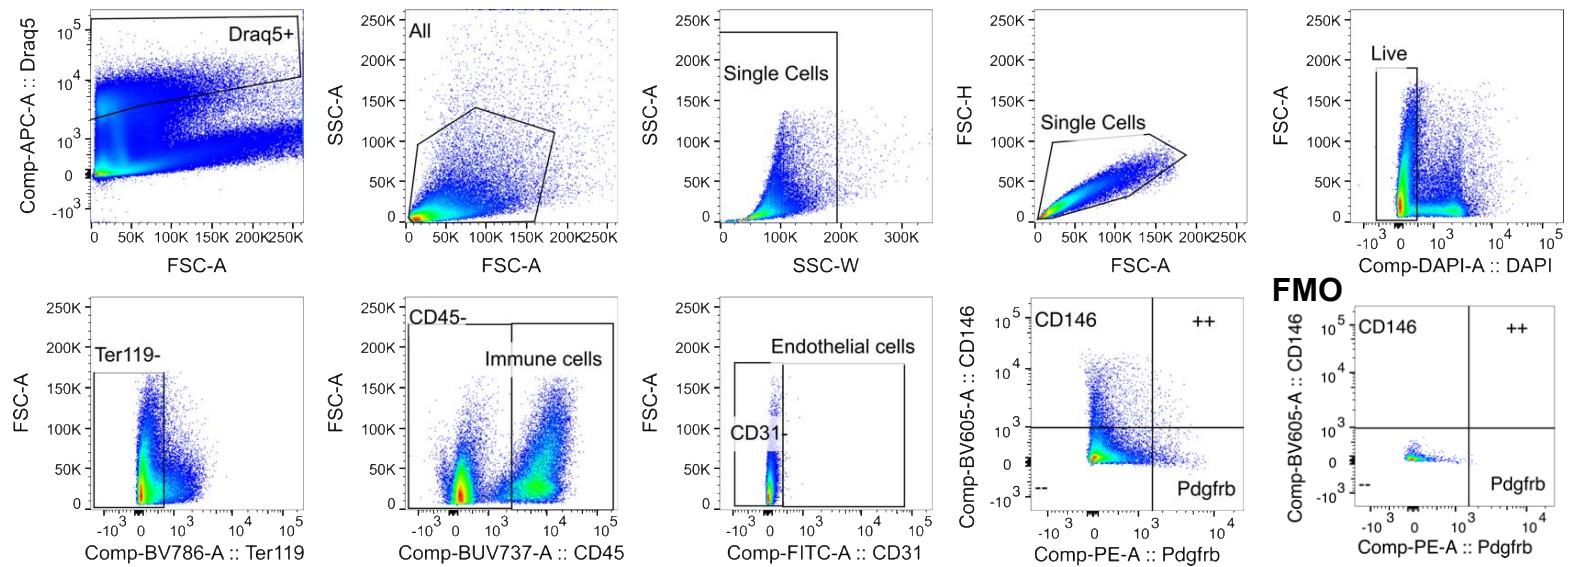

**Supplementary Figure 2: Gating strategy for flow cytometry experiment shown in Figure 2B.** Nucleated events were selected with DRAQ5; followed by selection of single, live cells and exclusion of erythrocyte precursors (Ter119 neg), immune cells (CD45 neg) and endothelial cells (CD31 neg). Pdgfrb/CD146 double positive mural cells were then quantified. The sample shown here is from an ipsilateral nerve. All gates were placed using fluorescence minus one controls, with the CD146 FMO shown here.

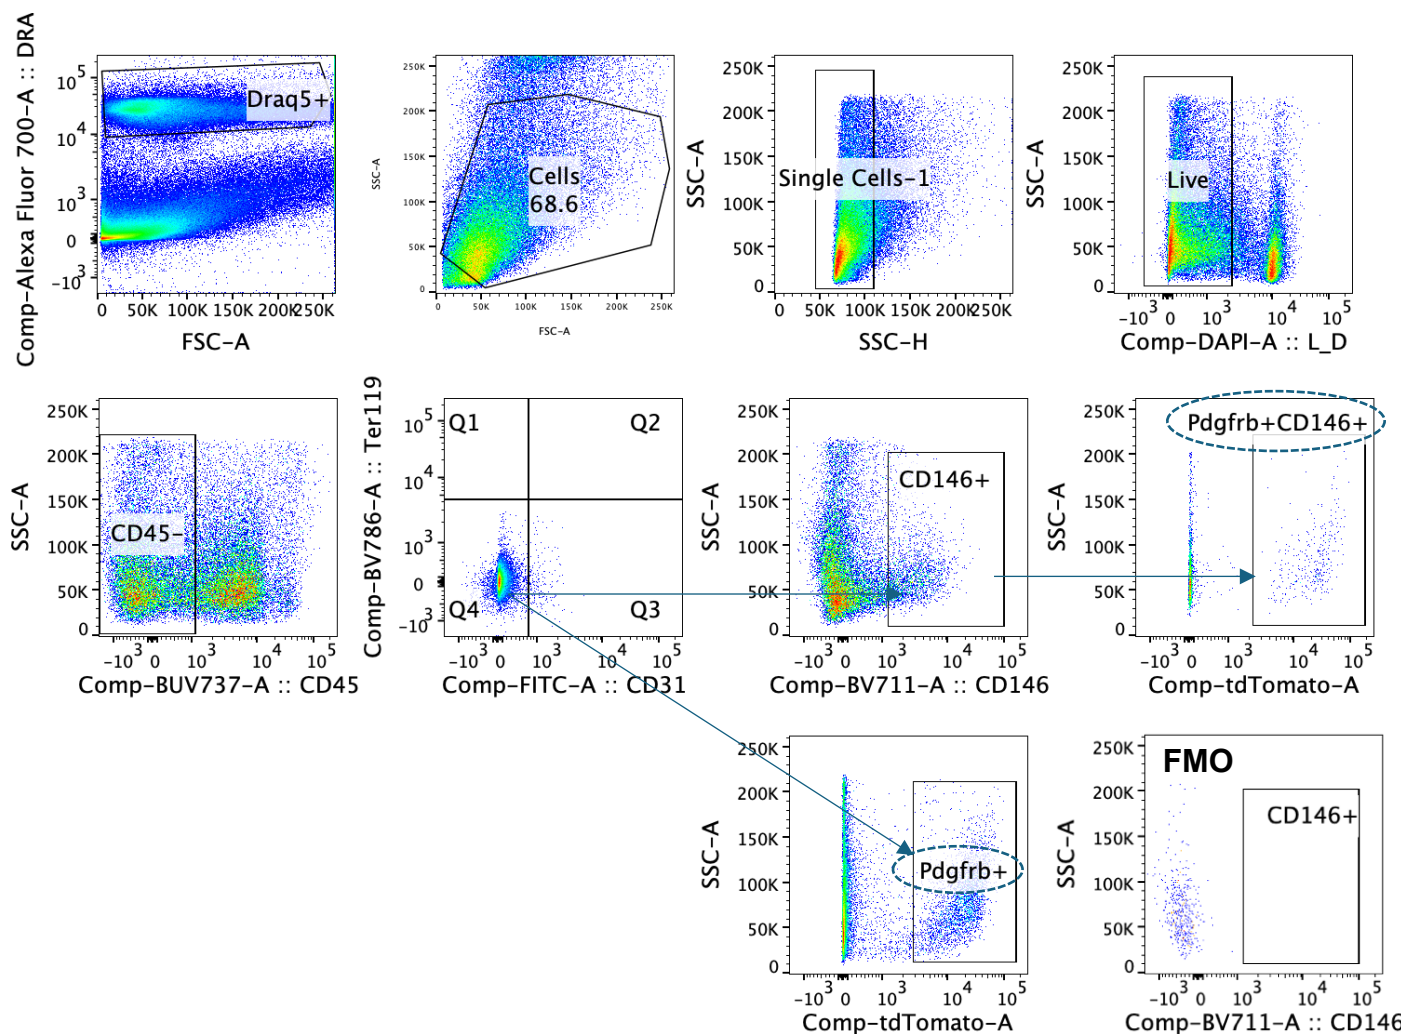

### Supplementary Figure 3: Gating strategy for FACS experiments shown in Figures 2C&D.

Nucleated events were selected with DRAQ5; followed by selection of single, live cells and exclusion of immune cells (CD45 neg), erythrocyte precursors (Ter119 neg) and endothelial cells (CD31 neg). Two populations, here indicated by dotted circles, were then quantified: CD146+ events further selected to also be Pdgfrb-tdtomato positive versus all Pdgfrb-tdtomato positive cells. The sample shown here is from an ipsilateral nerve, two months after partial sciatic nerve ligation. All gates were placed using fluorescence minus one controls, with the CD146 FMO shown here.

### Day 5 post-PSNL batch1

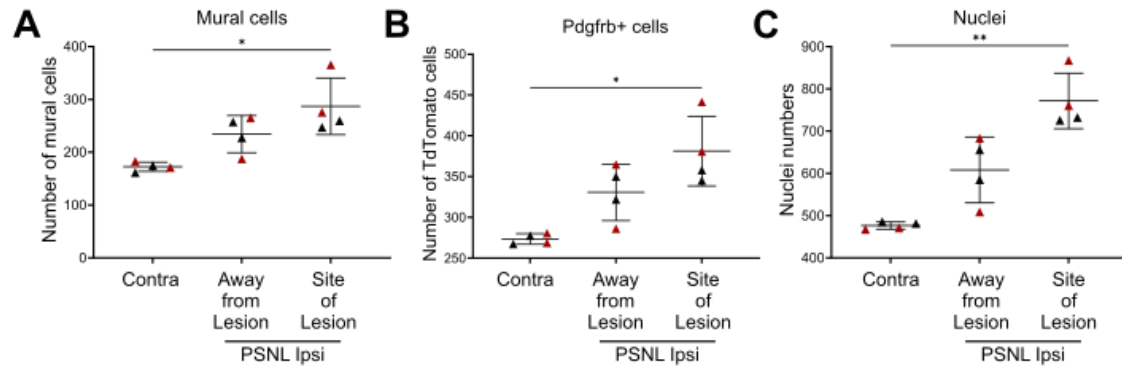

### Day 5 post-PSNL batch2

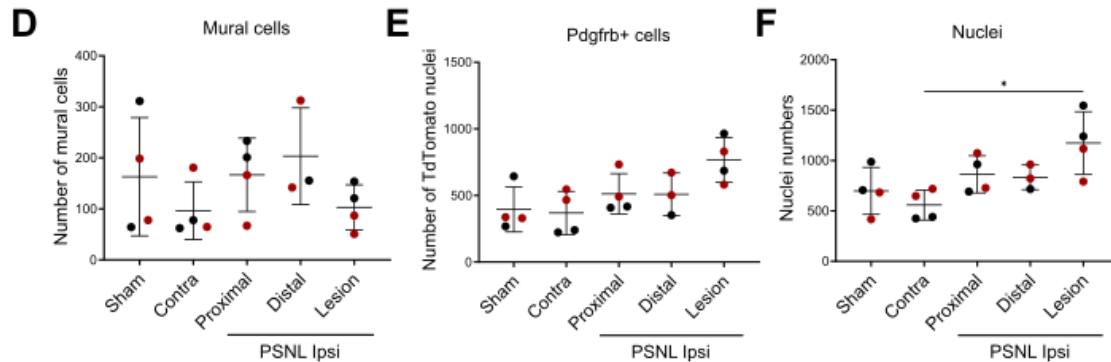

**Supplementary Figure 4. Similar results were observed across two batches of day 5 post-PSNL traumatic nerve injury, as measured by confocal imaging of cleared sciatic nerve.**

A-C) 5 days post PSNL cell numbers were significantly increased at the site of lesion in ipsilateral, injured compared to contralateral nerves: A) mural cells ( $p=0.0134$ ); B) Pdgfrb+ cells ( $p=0.0134$ ); C) total number of nuclei ( $p=0.0051$ ).  $n = 4$  nerves per group. In a second batch of samples, we observed similar trends, but these were only significant for total nuclei ( $p=0.0315$ ),  $n = 4$  nerves per group. Datasets were analysed with a non-parametric Kruskal-Wallis one-way ANOVA with Dunn's multiple comparisons (black symbols = males, red symbols = females).

## Day 5 post-PSNL

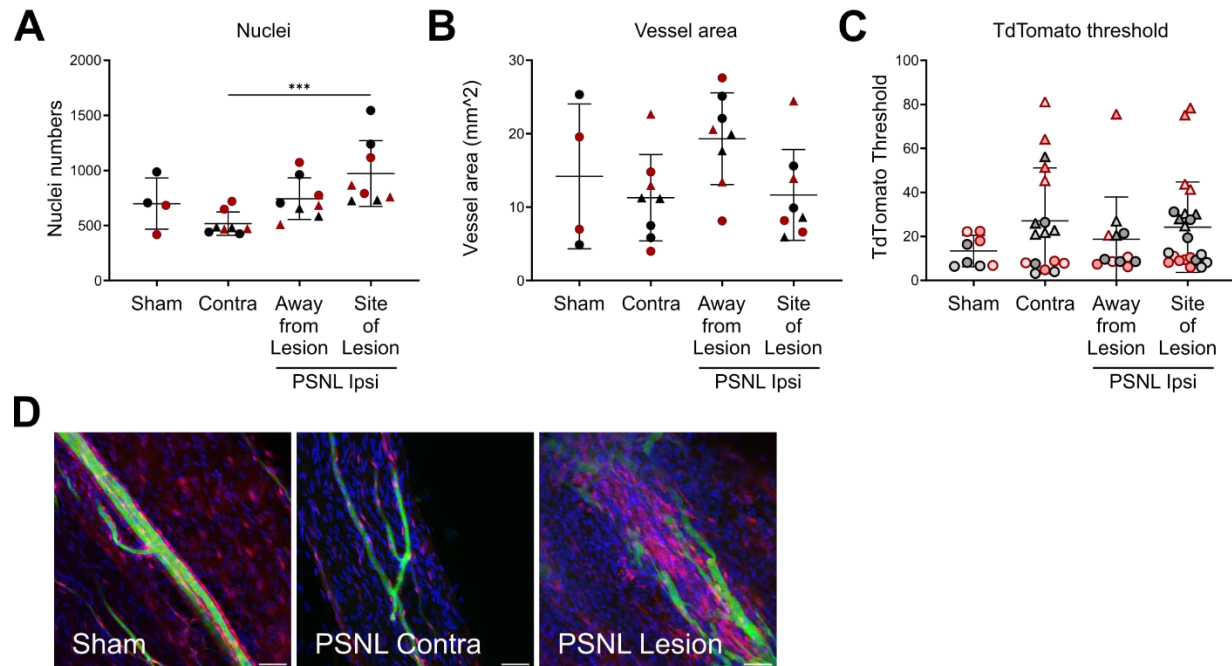

## Day 60 post-PSNL

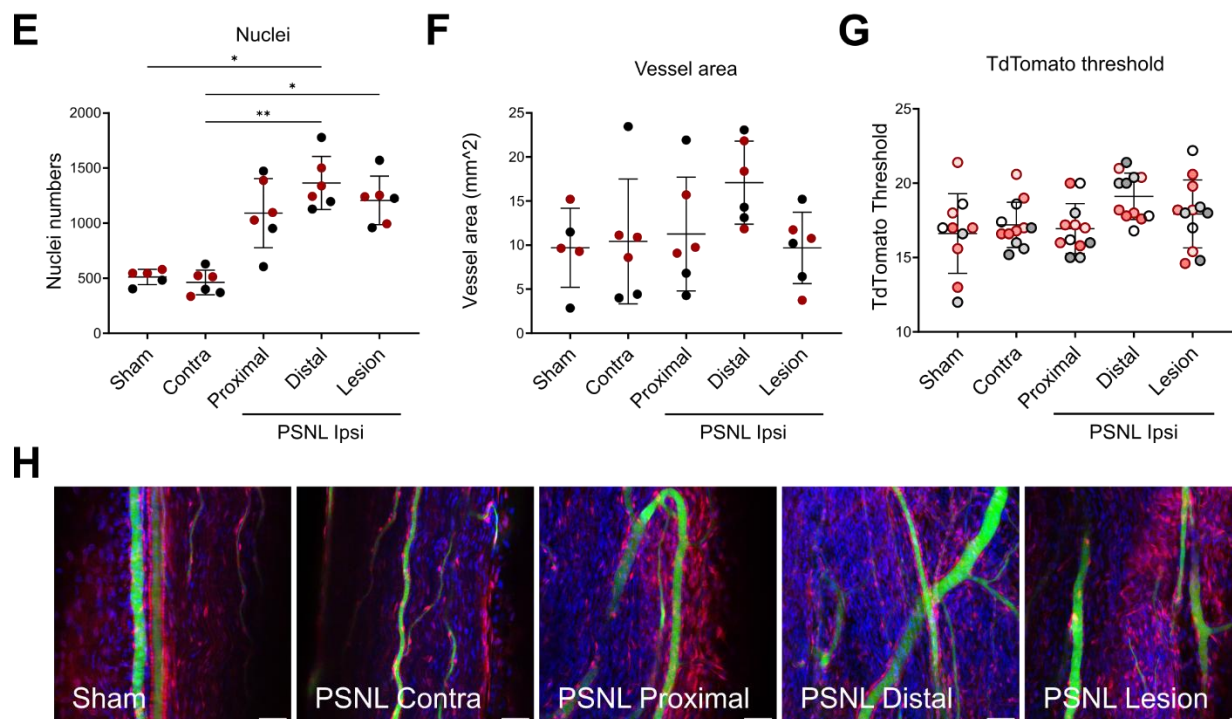

**Supplementary Figure 5. Nerve immune cells are increased upon traumatic nerve injury, as measured by confocal imaging of cleared sciatic nerve.** A) Number of nuclei and B) vessel area 5 days post PSNL or sham surgery. Experiment carried out in two batches (triangles = batch1, n=4; circles = batch 2, n=4). C) Threshold used in the TdTomato channel for the 5 day analysis. D) Representative maximum intensity projection images of the sciatic nerve of PdgfrbCre x TdTomato mice perfused with FITC-albumin-gelatin 5 days after sham or PSNL surgery. E) Number of nuclei and F) vessel area per nerve region 60 days post PSNL or sham

surgery (n=5-6). G) Threshold used in the TdTomato channel for the day 60 analysis. H) Representative maximum intensity projection images of the sciatic nerve of *PdgfrbCre* x TdTomato mice perfused with FITC-albumin-gelatin 60 days after sham or PSNL surgery. Datasets were analysed with a non-parametric Kruskal-Wallis one-way ANOVA with Dunn's multiple comparisons (black symbols = males, red symbols = females). For A, B, E & F each symbol represents a mouse. For C & G each symbol represents an analysed z stack. Scale bars = 50µm.

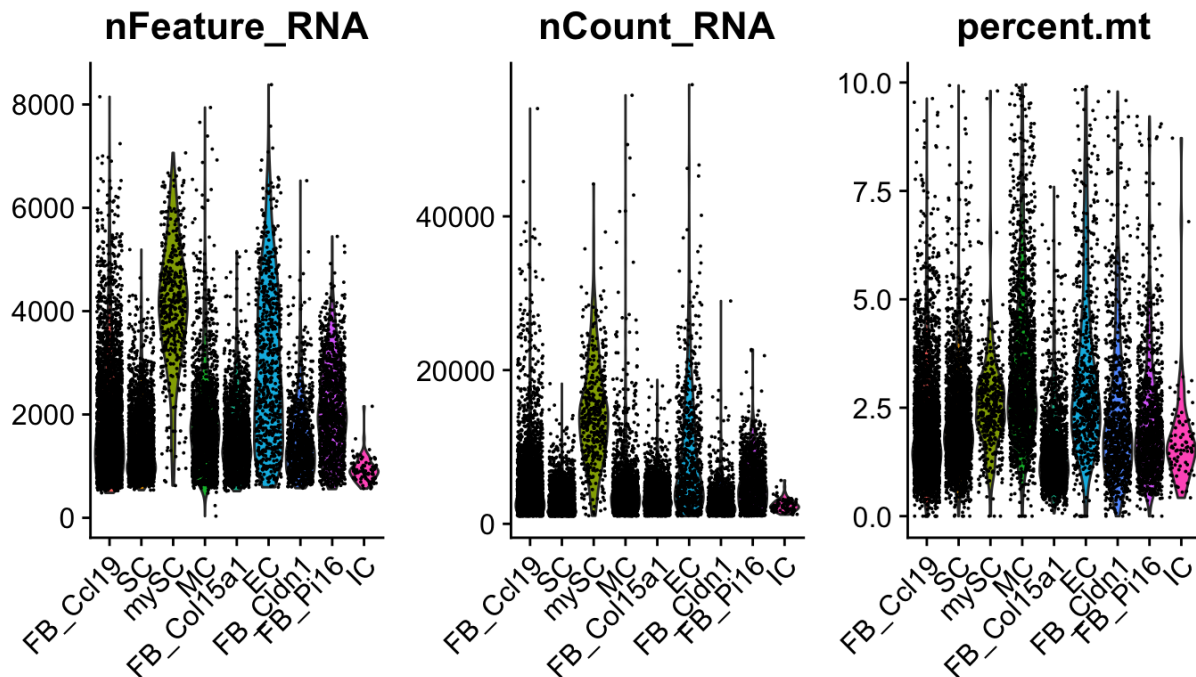

**Supplementary Figure 6: Quality control measures for the different clusters show no major differences between them** with the exception of myelinating Schwann and endothelial cells, possibly due to proliferation and larger size, respectively. Each dot is a cell; nFeature = number of genes detected in each cell; nCount = number of molecules detected in each cell; percent.mt = percentage of mitochondrial genes in each cell starting with 'mt-' in the gene name.

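In the cells kept here, the median number of UMIs was 7001 in endothelial cells, 13492 in Schwann cluster 10, which is mostly from day 5, and 12074 in the day 5 fibroblast cluster 12. The myelin-gene Schwann cluster 9 had 2667.5. The lowest median, 1839, was in Schwann cluster 3. Median percentages of mitochondrial UMIs of the classes ran from 1.31% in cluster 1 to 3.07% in the 30 cells with muscle satellite cell genes. The day 5 library was the deepest, so depth and time point are tied together here. Scrublet, run on each library by itself, marked 95 cells (0.824%) as doublets, and they were kept.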

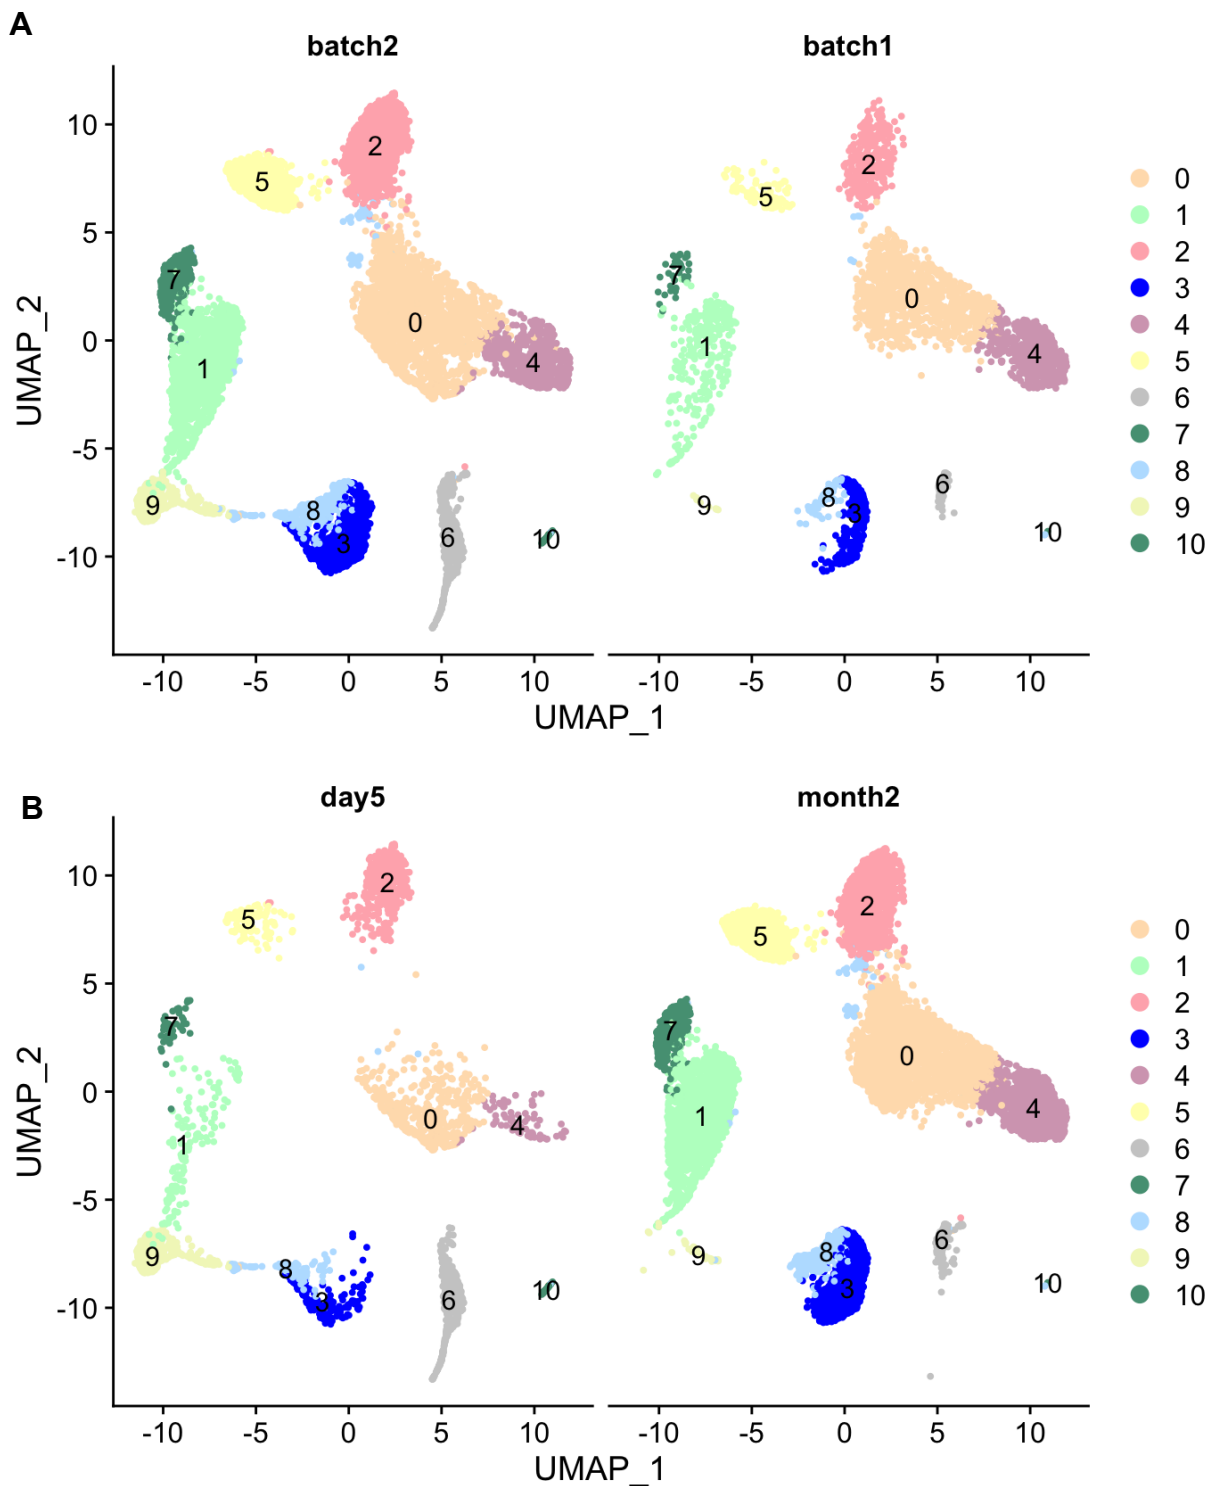

**Supplementary Figure 7: Cell-type differences appear to supersede technical batch effects, at least at a gross, reductionist level of cluster allocation in 2D.** (A) Unsupervised clustering reveals 11 different cell clusters across the two experimental batches, with batch 1 including just the chronic time point, while batch 2 includes data on chronic and acute timepoints. (B) The only striking differences are due to differences in biology, with three clusters only prominent 5 days vs 2 months after injury: cluster 9, likely myelinating Schwann cells; cluster 10: contaminating immune cells; and a preponderance of an endothelial cell cluster 6.

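The endothelial cluster 8 took 28.9% of the day 5 library (95% interval 26.6 to 31.3) and between 1.29% and 2.92% of the month 2 libraries. Day 5 was sequenced in batch 2 only. The month 2 libraries of that batch, with 1.80% (sham) and 2.25% (PSNL) endothelial cells, were close to those of batch 1, so the share followed the day 5 library and not the batch. Fibroblast cluster 12 took 17.0% (15.1 to 19.0) of the day 5 library. All of these are shares of cells after sorting.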

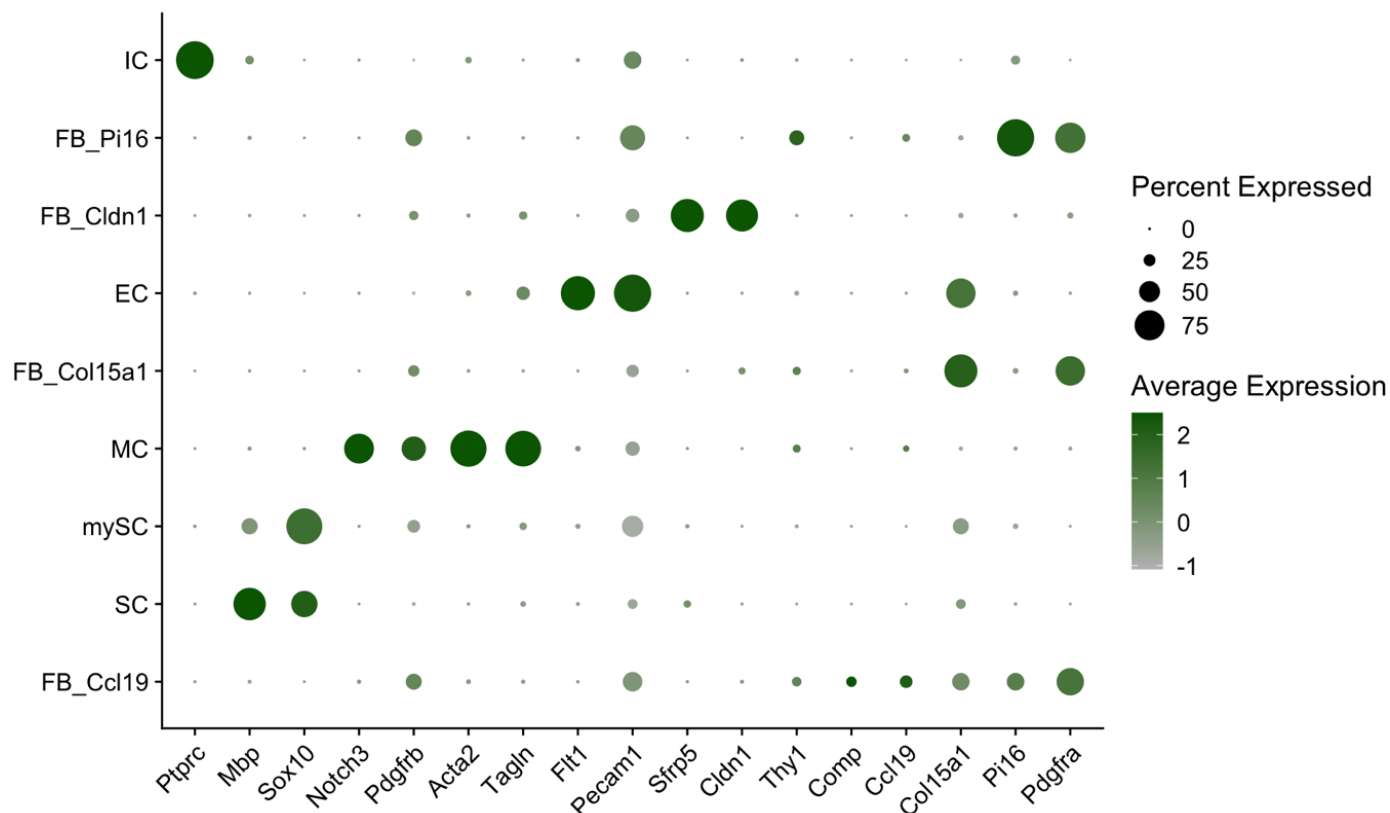

**Supplementary Figure 8: Marker gene expression by cluster.** Genes (on the x-axis) used to determine the likely cell identity of the various clusters (on the y-axis). The bigger the dot, the higher the percentage of cells expressing that particular gene in a given cluster. The 'greener' the dot, the higher the expression of the gene in the cluster.

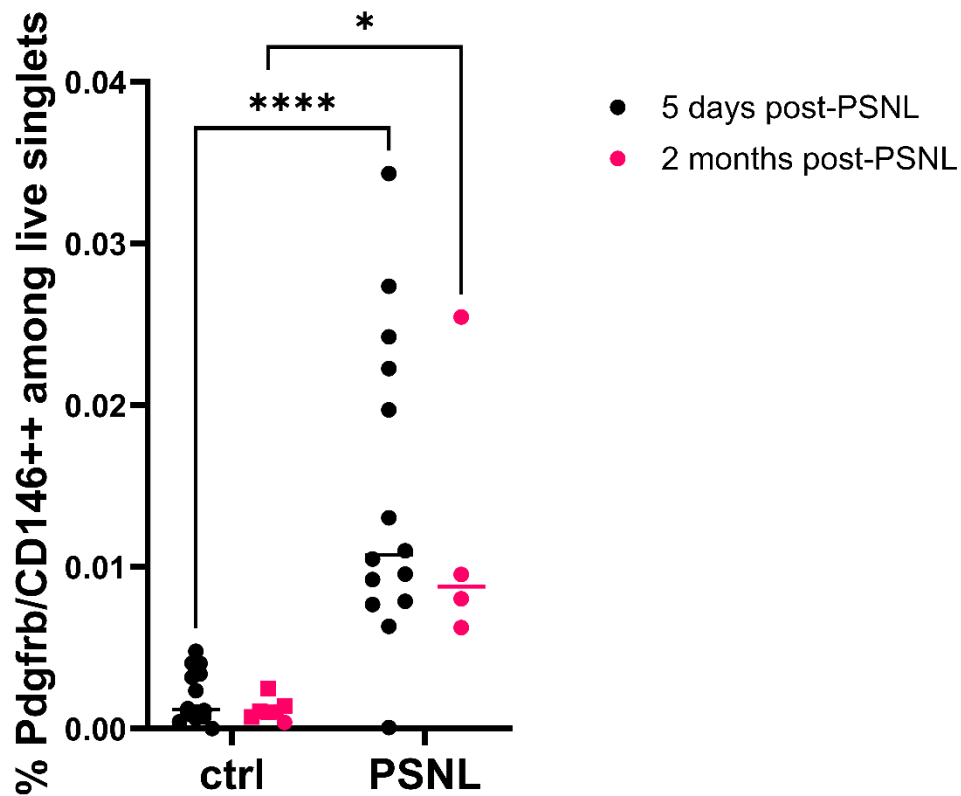

**Supplementary Figure 9. The percentage of Pdgfrb/CD146+ cells compared to the total number of live nucleated events appeared increased after PSNL at both 5 days and 2 months post-nerve injury.** Each dot is a mouse nerve; in black: n = 14, day 5 post-surgery, ctrl = contralateral, PSNL = ipsilateral, injured nerves; in pink: month 2 post-surgery, ctrl = contralateral uninjured nerves (n = 2, circles) and ipsilateral sham nerves (n = 5, squares), PSNL = ipsilateral, injured nerves (n = 4). A two-way ANOVA revealed a main effect of Injury, regardless of timepoint:  $F(1, 35) = 25.11$ ,  $p < 0.0001$ , with Sidak's post-hoc tests: \*\*\*\*  $p < 0.0001$ , \*  $p = 0.0183$ .

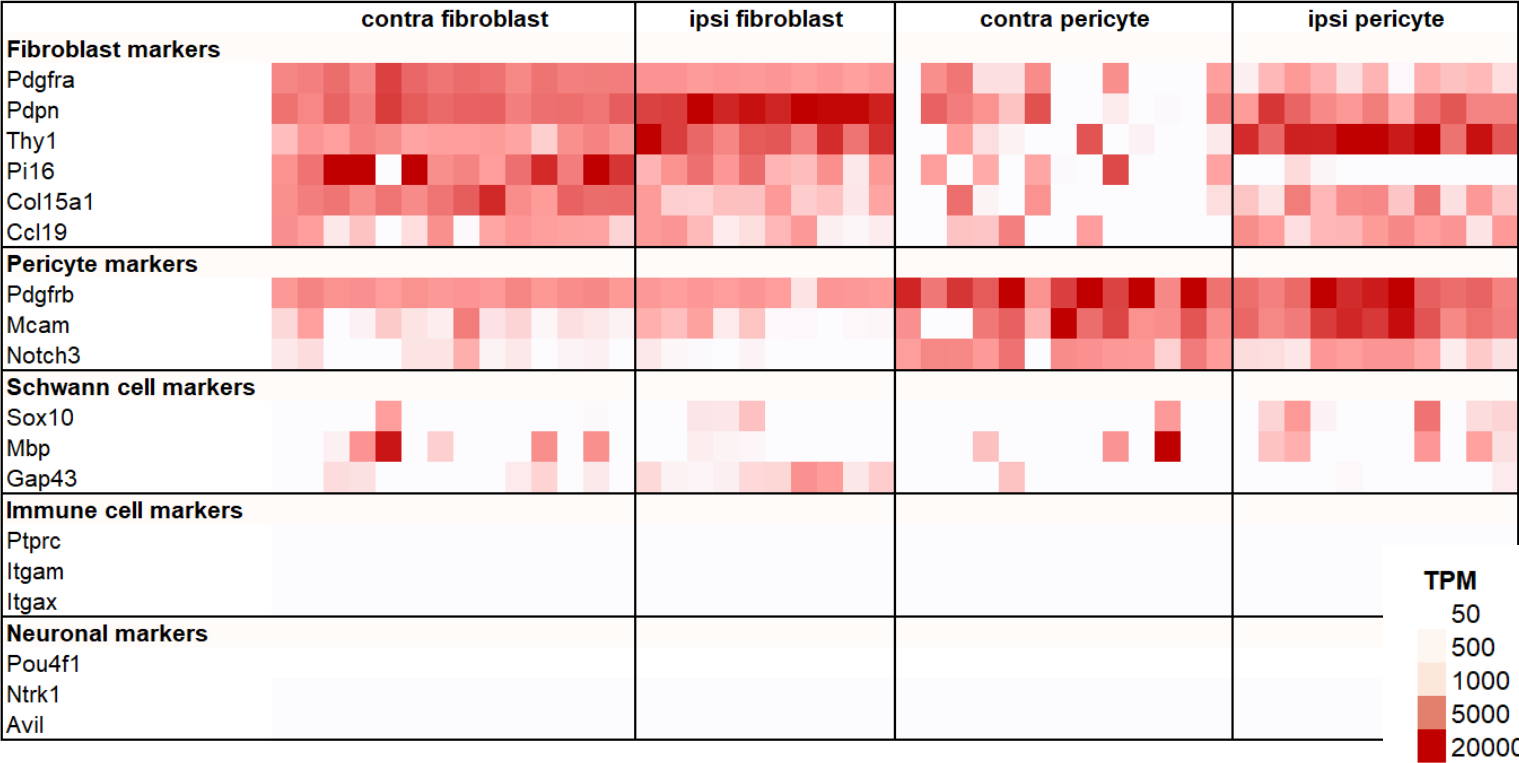

**Supplementary Figure 10. Expression level of key marker genes indicates occasional contamination with Schwann-cell related transcripts.** Gene expression levels (transcript per million, TPM) for a select range of markers indicates no immune and neuronal transcript contamination and only occasional contamination with Schwann-cell related transcripts.

## Supplementary Tables

**a) Panel for Figure 2A**

| Excitation Laser | Emission      | Colour  | Epitope          | Catalogue #          | Dilution |
|------------------|---------------|---------|------------------|----------------------|----------|
| UV               | Near-IR       | BUV737  | CD45             | BD Bioscience 748371 | 1:300    |
| Violet           | Far red       | BV785   | Ter119           | Biolegend 116245     | 1:300    |
|                  | Orange/Red    | BV605   | CD146            | BD Bioscience 740434 | 1:300    |
|                  | Violet        | ~451 nm | Live/Dead        | Invitrogen L34955    | 1:300    |
| Yellow/Green     | Yellow/Orange | PE      | CD31             | Biolegend 102507     | 1:300    |
|                  |               | PE-Cy7  | CD90             | Biolegend 140309     | 1:300    |
| Red              | Far red       | DRAQ5   | Nucleated events | Biolegend 424101     | 1:5000   |
| N/A              | N/A           | N/A     | FC block         | Biolegend 101301     | 1:20     |

**b) Panel for Figure 2B**

| Excitation Laser | Emission | Colour | Epitope  | Catalogue #      | Dilution |
|------------------|----------|--------|----------|------------------|----------|
| UV               | 450      | DAPI   | Dead     | SLS D9542-1M     | 10ng/ml  |
|                  | 737      | BUV737 | CD45     | BD 748371        | 1:300    |
| Violet           | 610      | BV605  | CD146    | BD 740434        | 1:300    |
|                  | 780      | BV785  | Ter119   | Biolegend 116245 | 1:300    |
| Blue             | 525      | FITC   | CD31     | Biolegend 102405 | 1:300    |
| Yellow/Green     | 575      | PE     | PDGFRB   | Biolegend 136005 | 1:300    |
|                  | 780      | PE-Cy7 | Thy1.2   | Biolegend 140309 | 1:300    |
| Red              | 660+780  | APC    | DRAQ5    | Biolegend 424101 | 1:10000  |
| N/A              | N/A      |        | FC block | Biolegend 101320 | 1:20     |

**c) Panel for Figures 2C&D**

| Excitation Laser | Emission | Colour   | Epitope  | Catalogue #      | Dilution |
|------------------|----------|----------|----------|------------------|----------|
| UV               | 450      | DAPI     | Dead     | SLS D9542-1M     | 10ng/ml  |
|                  | 737      | BUV737   | CD45     | BD 748371        | 1:300    |
| Violet           | 780      | BV785    | Ter119   | Biolegend 116245 | 1:300    |
|                  | 711      | BV711    | CD146    | BD 740827        | 1:300    |
| Blue             | 525      | FITC     | CD31     | Biolegend 102405 | 1:300    |
| Yellow/Green     | 581      | tdtomato | PDGFRB   | transgene        |          |
|                  | 780      | PE-Cy7   | Myelin   |                  |          |
| Red              | 660+780  | Far-Red  | DRAQ5    | Biolegend 424101 | 1:10000  |
| N/A              | N/A      |          | FC block | Biolegend 101320 | 1:20     |

**Supplementary Table 1: Flow and FACS panels used to label mesenchymal lineage cells.**  
See **Supplementary Figures 1-3** for corresponding gating strategies.

| Day 5 post-PSNL<br>batch 1 |                     | % images containing: |            |                           |                        | Number of<br>images<br>analysed |
|----------------------------|---------------------|----------------------|------------|---------------------------|------------------------|---------------------------------|
|                            |                     | Venules              | Arterioles | Epineurial<br>capillaries | Endoneurial<br>vessels |                                 |
| PSNL                       | Contra              | 0.0%                 | 77.8%      | 88.9%                     | 55.6%                  | 9                               |
| PSNL<br>Ipsi               | Away from<br>Lesion | 50.0%                | 37.5%      | 87.5%                     | 50.0%                  | 8                               |
|                            | Site of<br>Lesion   | 50.0%                | 25.0%      | 100.0%                    | 25.0%                  | 4                               |

| Day 5 post-PSNL<br>batch 2 |          | % images containing: |            |                           |                        | Number of<br>images<br>analysed |
|----------------------------|----------|----------------------|------------|---------------------------|------------------------|---------------------------------|
|                            |          | Venules              | Arterioles | Epineurial<br>capillaries | Endoneurial<br>vessels |                                 |
| Sham                       |          | 0.0%                 | 50.0%      | 75.0%                     | 75.0%                  | 8                               |
| PSNL                       | Contra   | 0.0%                 | 12.5%      | 87.5%                     | 100.0%                 | 8                               |
| PSNL<br>Ipsi               | Proximal | 0.0%                 | 100.0%     | 100.0%                    | 25.0%                  | 8                               |
|                            | Distal   | 50.0%                | 50.0%      | 100.0%                    | 16.7%                  | 6                               |
|                            | Lesion   | 37.5%                | 37.5%      | 75.0%                     | 25.0%                  | 8                               |

| Day 60 post-PSNL |          | % images containing: |            |                           |                        | Number of<br>images<br>analysed |
|------------------|----------|----------------------|------------|---------------------------|------------------------|---------------------------------|
|                  |          | Venules              | Arterioles | Epineurial<br>capillaries | Endoneurial<br>vessels |                                 |
| Sham             |          | 20.0%                | 50.0%      | 80.0%                     | 90.0%                  | 10                              |
| PSNL             | Contra   | 0.0%                 | 58.3%      | 83.3%                     | 100.0%                 | 12                              |
| PSNL<br>Ipsi     | Proximal | 16.7%                | 66.7%      | 83.3%                     | 91.7%                  | 12                              |
|                  | Distal   | 25.0%                | 50.0%      | 83.3%                     | 91.7%                  | 12                              |
|                  | Lesion   | 0.0%                 | 91.7%      | 100.0%                    | 58.3%                  | 12                              |

**Supplementary Table 3: Percentage of images containing each type of blood vessel.**

Table showing the percentage of images containing each type of blood vessel characterised in each experimental batch. The last column shows the number of z-stack images obtained per condition and nerve section.

|                  | SHAM_D5            | SHAM_M2.1         | SHAM_M2.2          | SNL_D5             | SNL_M2.1           | SNL_M2.2           |
|------------------|--------------------|-------------------|--------------------|--------------------|--------------------|--------------------|
| <b>PC1&amp;2</b> | 35 ( <b>22%</b> )  | 6 ( <b>18%</b> )  | 79 ( <b>21%</b> )  | 113 ( <b>67%</b> ) | 82 ( <b>22%</b> )  | 94 ( <b>15%</b> )  |
| <b>PC3</b>       | 3 ( <b>2%</b> )    | 1 ( <b>3%</b> )   | 58 ( <b>16%</b> )  | 0                  | 9 ( <b>2%</b> )    | 35 ( <b>5%</b> )   |
| <b>PC-NC</b>     | 1 ( <b>1%</b> )    | 0                 | 0                  | 0                  | 2 ( <b>1%</b> )    | 20 ( <b>3%</b> )   |
| <b>vSMC</b>      | 109 ( <b>69%</b> ) | 27 ( <b>79%</b> ) | 231 ( <b>63%</b> ) | 15 ( <b>9%</b> )   | 281 ( <b>75%</b> ) | 495 ( <b>77%</b> ) |
| <b>aaSMC</b>     | 11 ( <b>7%</b> )   | 0                 | 0                  | 41 ( <b>24%</b> )  | 0                  | 0                  |
| <b>Total #</b>   | <b>159</b>         | <b>34</b>         | <b>368</b>         | <b>169</b>         | <b>374</b>         | <b>644</b>         |

**Supplementary Table 5: Number of cells in each mural cell cluster, split by experimental sample.** Numbers in brackets represent the percentage of cells amongst all mural cells. Mouse mural cells clustered into five groups, resembling cell types previously described in the brain: Vtn, Abcc9, Kcnj8 positive pericytes (PC1&2), Adgrf5 negative (PC3) and Acta2 negative pericytes (PC-NC); vascular smooth muscle cells (vSMC) and arteriolar smooth muscle cells. Experimental samples: sham samples 5 days (SHAM\_D5) and two months after surgery (SHAM\_M2.1 & SHAM\_M2.2); PSNL samples 5 days (SNL\_D5) and two months after surgery (SNL\_M2.1 & SNL\_M2.2).

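The table counts cells per mural cluster and library. The clusters rebuilt here from the deposited counts are not those of the authors, so counts are set out by group. Pericyte-like cells numbered 6 (sham, batch 1), 79 (PSNL, batch 1), 81 (sham, batch 2), 97 (PSNL, batch 2) and 28 (day 5 PSNL). In the same order, vSMC-like cells numbered 26, 284, 225, 488 and 13. The denominators were all cells of the mural clusters, sub-clusters with fibroblast or Schwann cell genes included. With 32 mural cells, the sham library of batch 1 gives the widest intervals. The sham day 5 column of the table was not analysed here.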

## Full length Western blots

Full length Westerns for the blots quantified in the manuscript. Each set of blots was performed on an independent differentiation (T36-43) of Kute4 iPSC into sensory neurons. Conditions were as follows, with conditions 1, 3, 4 and 5 of blot T43 displayed in the manuscript:

1. **N2 media only (-ve control)**
2. N2 media + IL6 + sIL6R
3. **Control pericyte conditioned media**
4. **TNF $\alpha$  treated pericyte conditioned media**
5. **TNF $\alpha$  + IL-17 treated pericyte conditioned media**
6. TNF $\alpha$  treated pericyte conditioned media + sIL6R
7. TNF $\alpha$  + IL-17 treated pericyte conditioned media + sIL6R
8. Clean pericyte media + TNF $\alpha$
9. Clean pericyte media + TNF $\alpha$  + IL-17
10. N2 media + IL6 + sIL6R + Tocilizumab
11. TNF $\alpha$  treated pericyte conditioned media + Tocilizumab
12. TNF $\alpha$  + IL-17 treated pericyte conditioned media + Tocilizumab
13. IL-17 treated pericyte conditioned media
14. IL-4 treated pericyte conditioned media
15. IFN $\gamma$  treated pericyte conditioned media
16. IL-17 treated pericyte conditioned media + sIL6R
17. IL-4 treated pericyte conditioned media + sIL6R
18. IFN $\gamma$  treated pericyte conditioned media + sIL6R
19. Clean pericyte media + TNF $\alpha$  + IL-17 + IL-4 + IFN $\gamma$

**T36**

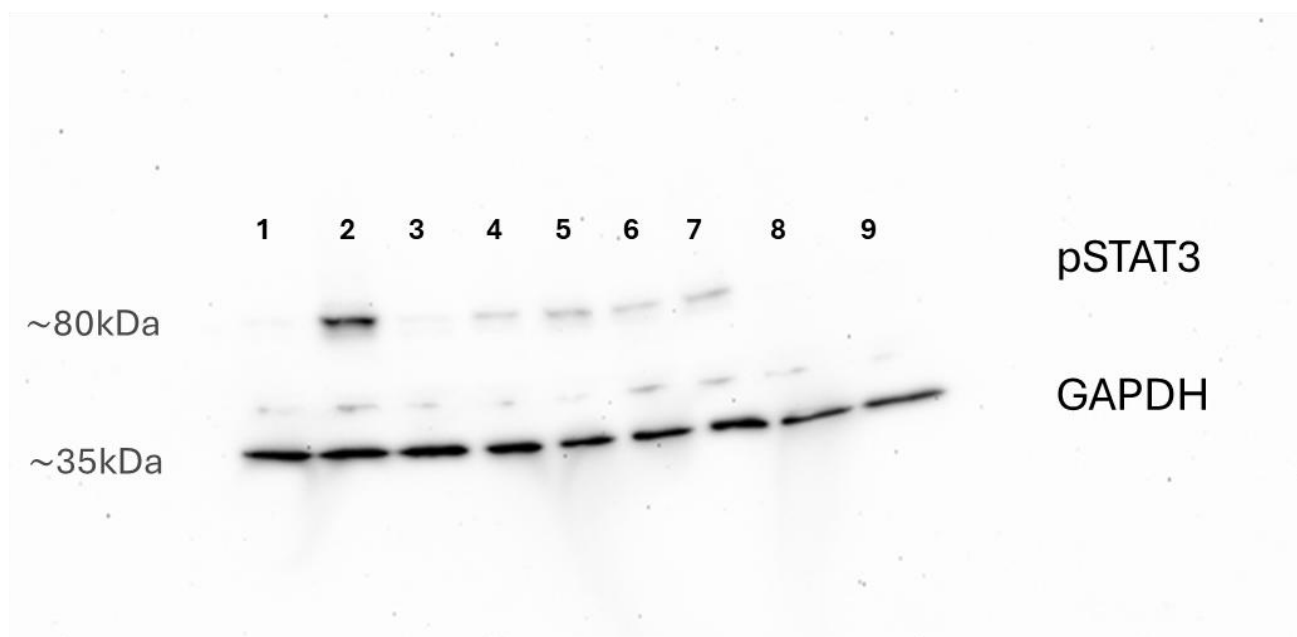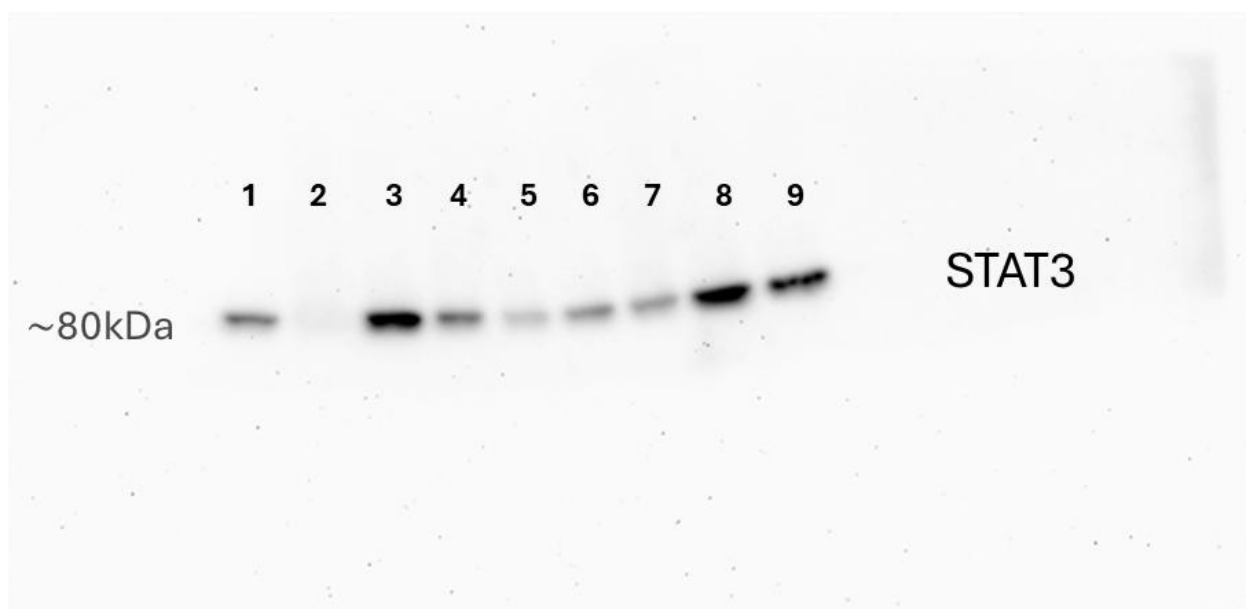

**T37**

~80kDa

1

2

3

4

5

6

7

8

9

pSTAT3

~35kDa

GAPDH

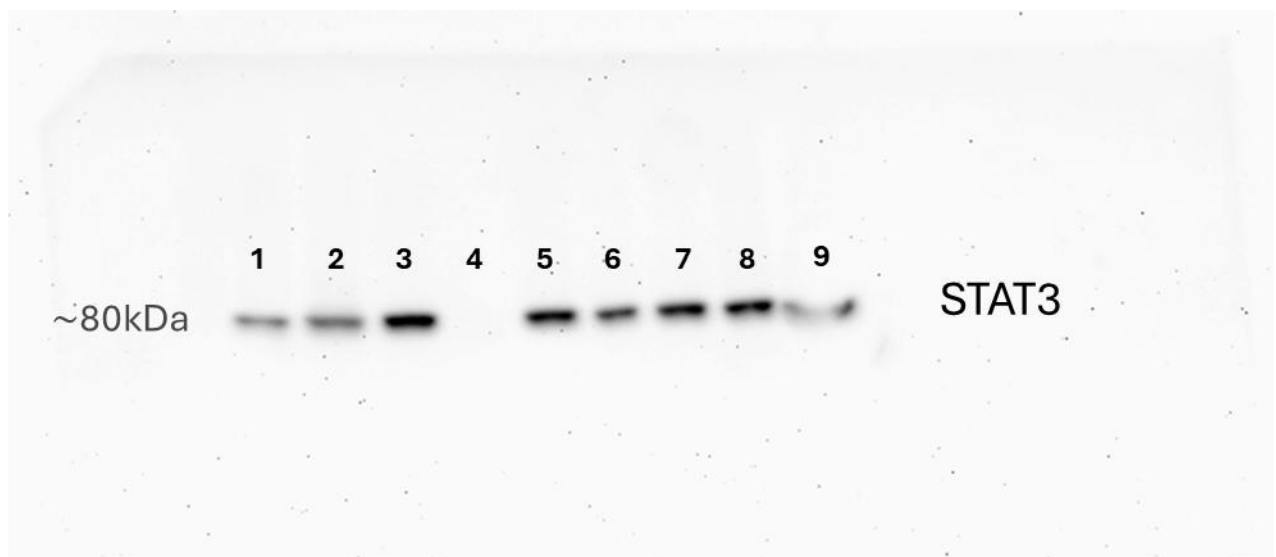

**T38**

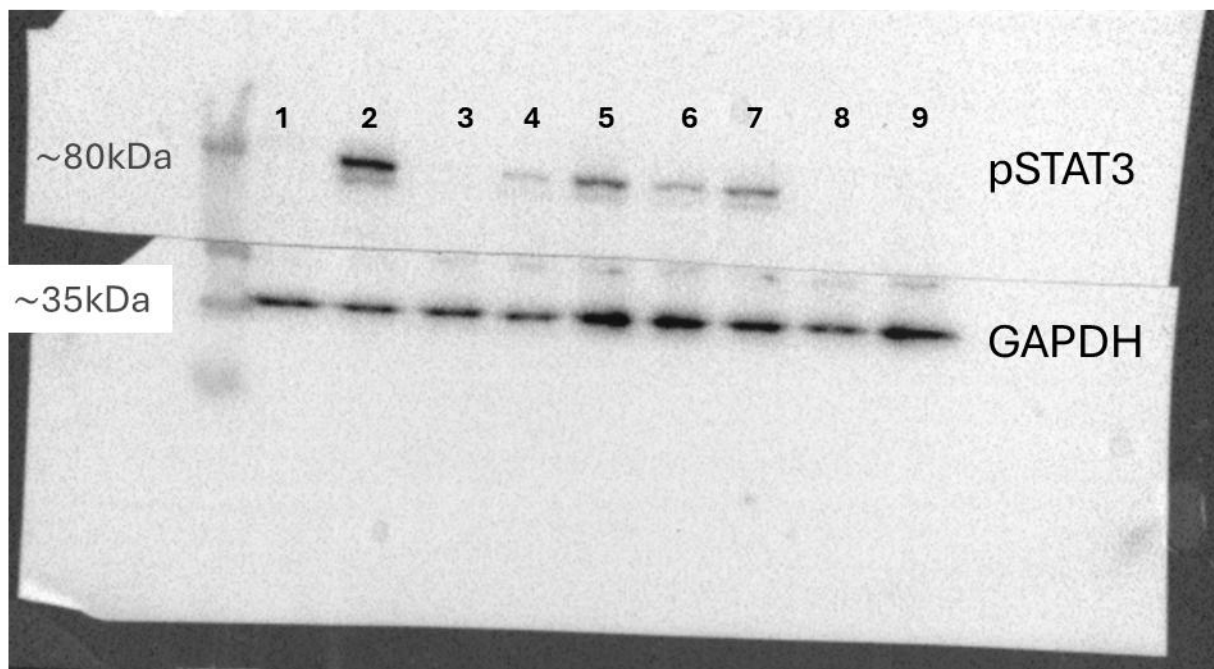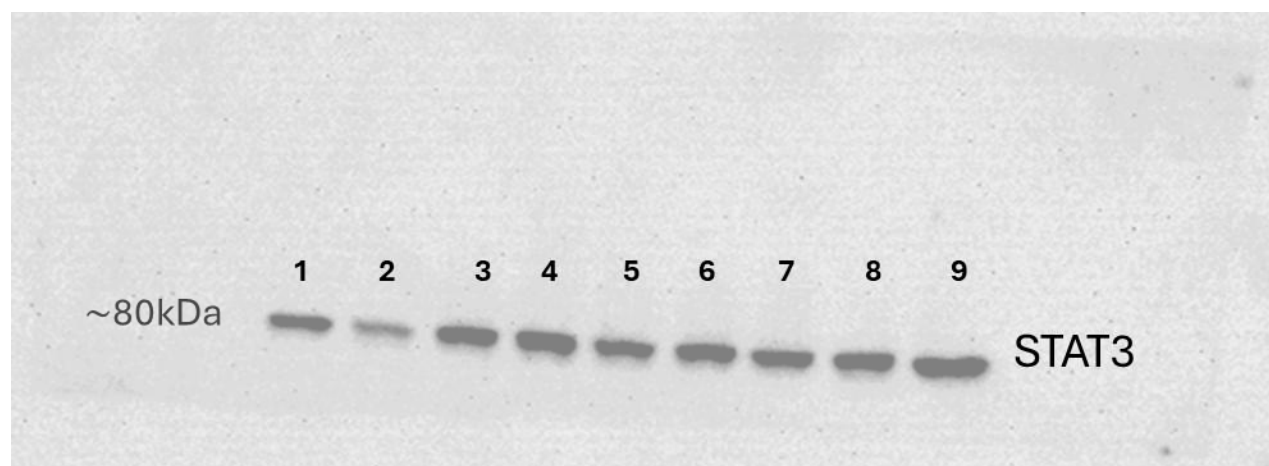

## T41

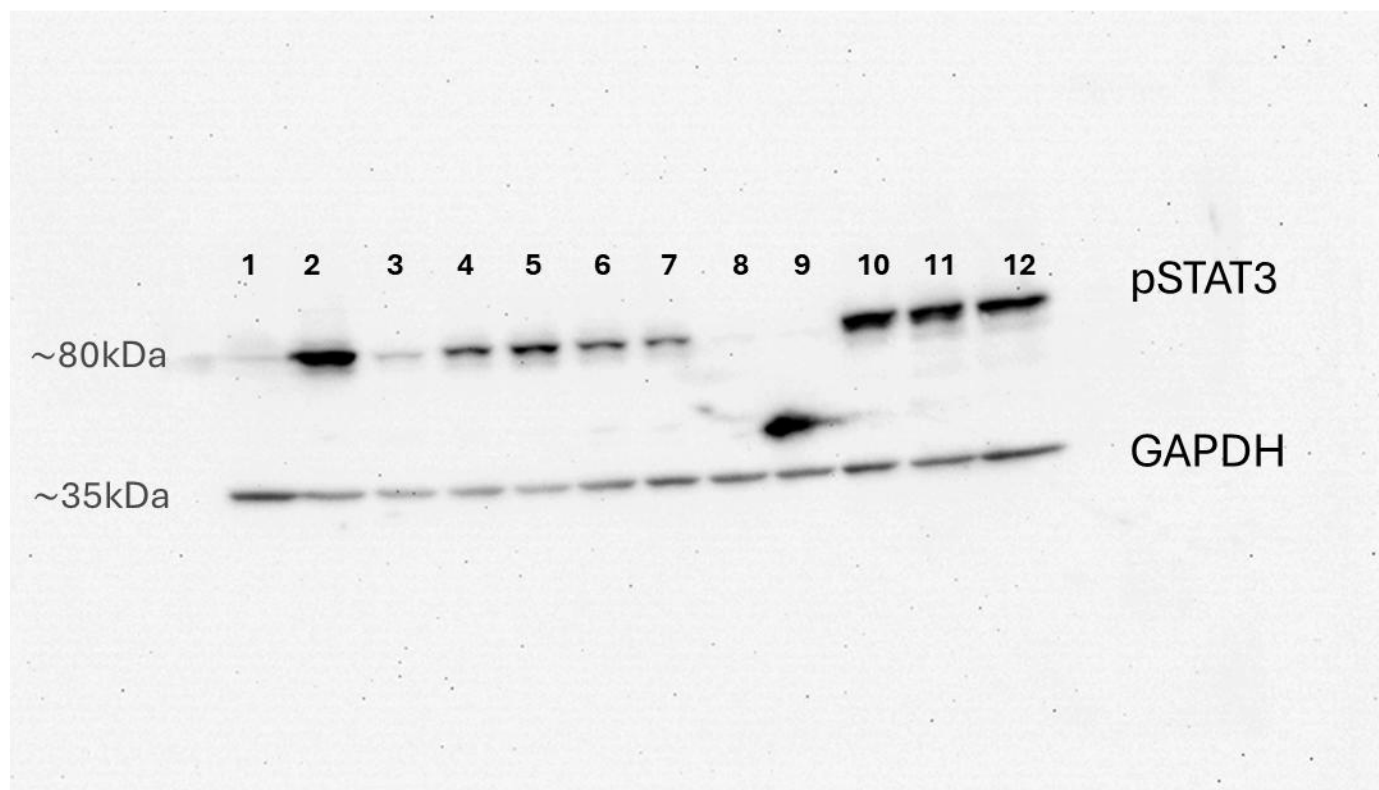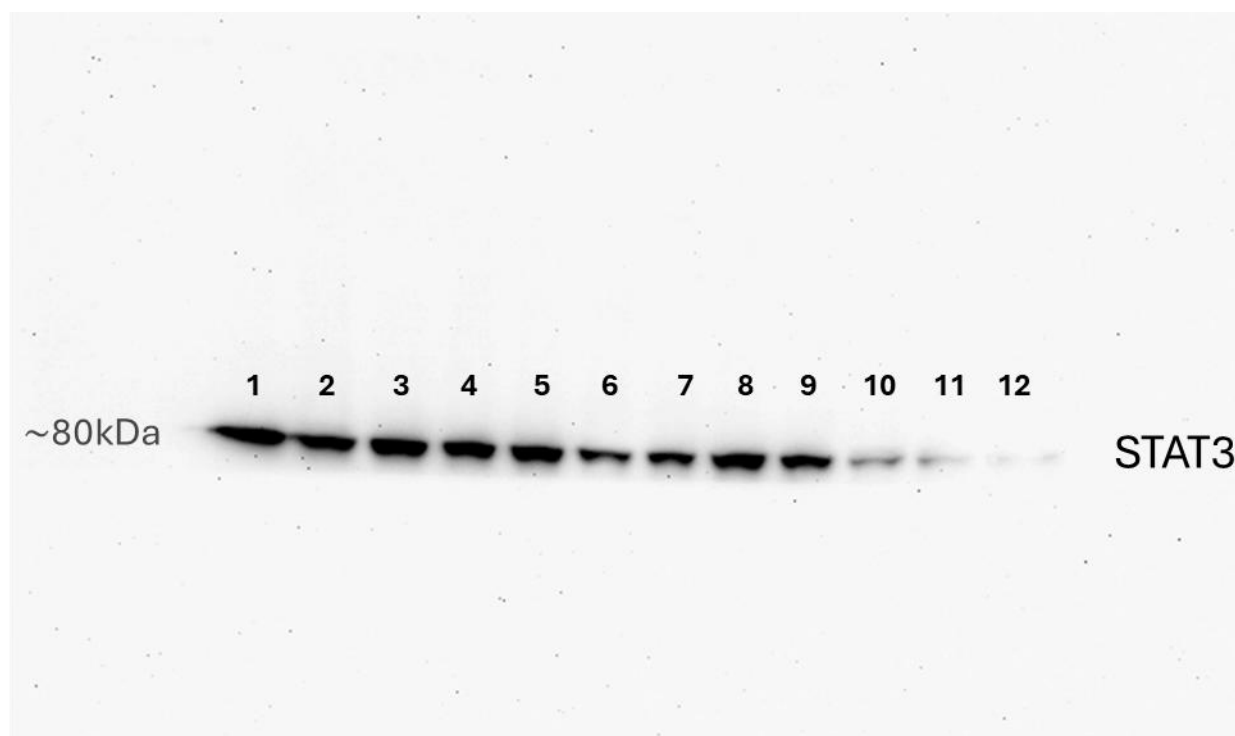

**T43**

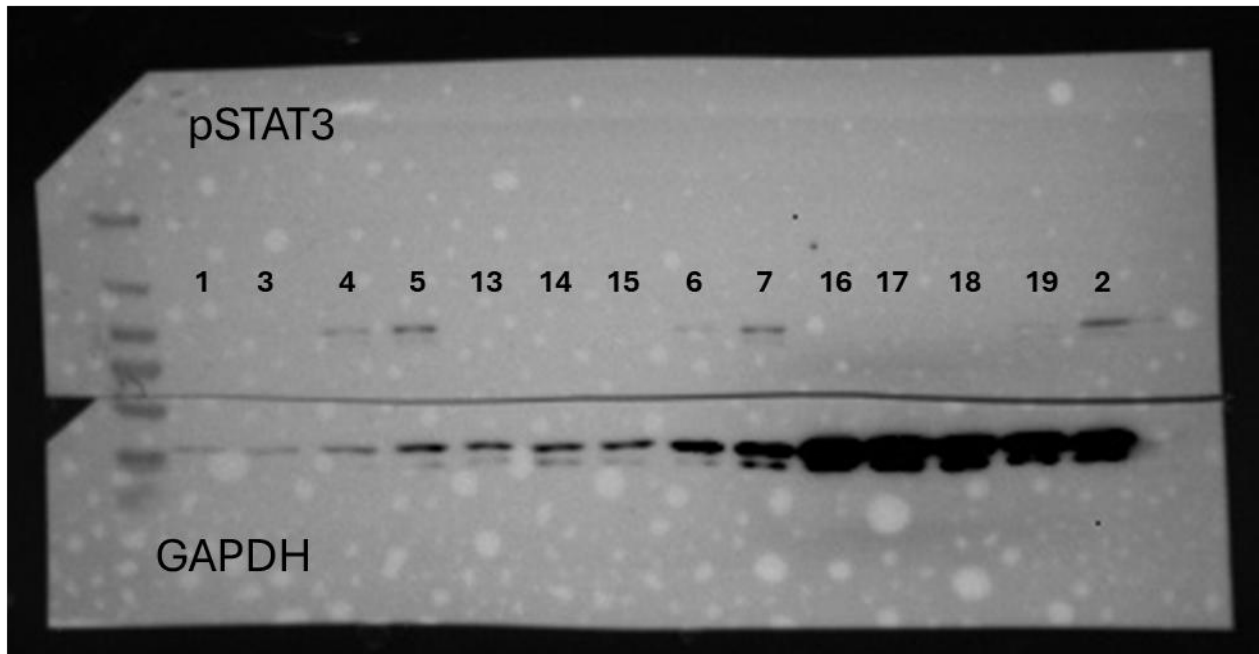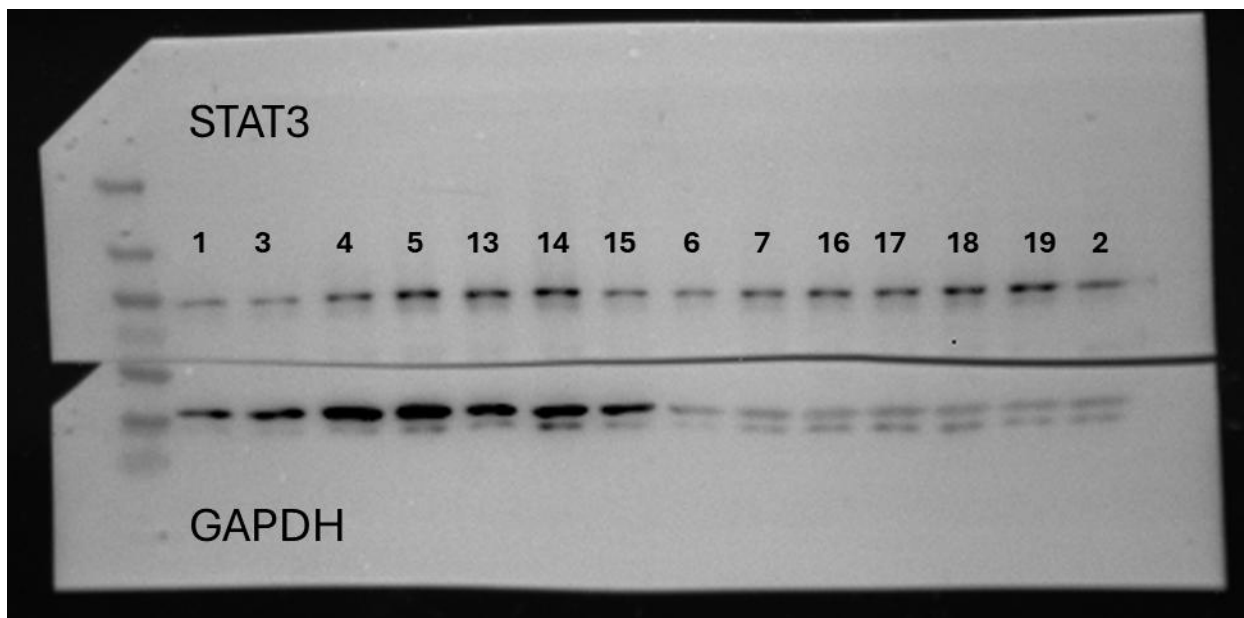

**Supplement:** Supplementary Material

How the deposited data were processed for this re-analysis (not part of the article)

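The authors gave raw UMI counts, as the unit counts, for every barcode of each library, counted with kb-bustools (kallisto 0.46.2 and bustools 0.40.0) on GRCm38; the annotation release and the counting strand are not named in the paper's text. Of 6 labelled libraries, 5 were analysed. The files list 55421 gene identifiers, of which 55154 carry a symbol, and coordinates were read from GENCODE vM21. Cells were barcodes with at least 1000 UMIs and a mitochondrial share below 10%. Counts were scaled to 10000 per cell and log-transformed; 2000 variable genes, 20 principal components (15 for mural cells) and 20 neighbours went into Leiden clustering at a resolution of 0.5. A cluster took the name of a marker list when at least 3 of its markers were found in at least 10% of cells and its score was highest, with its 10 leading genes by fold as a check. The marker lists, the cell filter, the tests, the alternatives and the rule for named genes were set first. The score of 1.5 at which a mural sub-cluster was set aside for genes of another class and the score of 1 for the arteriolar name were set with the files at hand but before any clustering. After the clusters were seen, and before any test of expression, 5 choices were made or changed. The mural resolution was set to 1. The minimum of 3 detected markers was applied before the scores were compared, since clusters 0 and 5, with 2854 cells, otherwise had no name. The score for a fibroblast subtype was raised from 1 to 1.2. A mural sub-cluster with more fibroblast than pericyte or mural genes among its leading genes was left unnamed. The arteriolar SMC-like cells were taken out of the vSMC-like group. With clusters 0 and 5 left out of the fibroblasts, 3 of 4 mediators were called there, as in the main comparison; with the arteriolar SMC-like cells counted as vSMC-like, 3 of 6 were called in place of 4. Of the 6 genes of the muscle satellite cell list, 4 are also in the paper's supplementary list for its Acta2-negative cluster.

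Sums of at least 5 cells per library and class were compared with edgeR 4.0.16 (quasi-likelihood, TMM, filterByExpr with the named genes kept in) in R 4.3.3. Comparisons of classes had the library as a block, because both classes come from the same library. The month 2 comparison of 2 PSNL with 2 sham libraries had no block, and the batch as a block was an alternative. Deviations from the group mean correlated between the libraries of a batch at 0.14 in mural cells, 0.574 in fibroblasts and 0.145 in Schwann cells. Named genes were the 26 genes the study discusses and, at month 2, up to 5 rising and 5 falling genes with the largest change among those called and changed the same way in both batches; only Xist met the latter part. Free RNA was estimated from barcodes of 10 to 100 UMIs and subtracted at 10% of each sum as an alternative. That share is too high for some genes. Lipe stood at 49838 CPM in these barcodes and at 165 CPM in cells of the sham library of batch 1. In each library its level in cells was under 10% of that in these barcodes. The setting thus takes off too much and cannot show what free RNA alone would give. Scrublet used an expected rate of 0.8% per 1000 cells. Shares were compared by exact permutation. To test the fits, 200 genes were given a 4-fold change in simulated sums: 174, 176 and 169 were called in the 3 comparisons of classes, and at month 2 106 in mural cells, 154 in fibroblasts (with 14 false calls) and 42 in Schwann cells. All simulated genes had the same dispersion, and the month 2 sums had no batch effect, so these counts are not the power of the real comparisons. The other tools were DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, with seed 1. Single values of 3 genes, and a test of doublets for 1 of them, are not reported here; counts and averages over the lists they belong to include them.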

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

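The tests of the female share behind Xist, and all alternatives of the tests of a difference between classes, were chosen only after the results were seen.

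Xist was the 1 gene called between PSNL and sham Schwann cells at month 2, which the paper does not report. Its log2 fold change was 3.88 (adjusted p = 8.55e-04 from edgeR, 2 libraries per group), and it was higher in PSNL in both batches. It was not called with DESeq2 (3.45), with the batch as a replicate block (3.80), without the PSNL library of batch 1 (3.87), without the sham library of batch 2 (1.92) or without the PSNL library of batch 2 (3.17). The change in Schwann cells exceeded that in fibroblasts by 3.08 (adjusted p = 0.0383 from edgeR's interaction term), the 1 gene of 15113 called in that test, with 276 genes at an unadjusted p under 0.05. The difference was 0.89 without the sham library of batch 2, where it was not called, nor was it without either PSNL library (3.04 and 2.49). Free RNA was argued against as the whole cause. With the ambient profile subtracted at 10% of each sum, Xist was still called (log2 fold change 4.35), as was its difference from fibroblasts (3.59). In PSNL Schwann cells it stood at 1.71 times its level in barcodes of 10 to 100 UMIs in batch 2 and 1.08 times in batch 1. A larger share of cells from female mice among the PSNL Schwann cells fits batch 2. There, Xist rose from 10.6 to 247 CPM while the Y-linked genes together fell from 207 in sham to 89.7 in PSNL. Of sham Schwann cells with UMIs of Xist or a Y-linked gene but not both, 10 had Xist and 290 a Y-linked gene. In batch 1 the sham sum held 10 cells with 2 Xist UMIs and a Y-linked level of 0 CPM (3 UMIs would give 112), so a different female share among Schwann cells cannot be told apart there from other reasons for want of counts. A smaller share of female cells in both sham pools fits beyond Schwann cells. Of fibroblasts with UMIs of Xist or a Y-linked gene but not both, 27.5% had Xist in sham and 59.6% in PSNL of batch 1, and 30.7% and 58.9% in batch 2; over all cells the values were 28.9% and 56.3%, and 23.5% and 58.4%. The pools held equal parts of male and female mice, and an effect of injury on Xist itself was not tested. Fewer cells from female nerves in both sham pools are a candidate explanation, with a further skew among the Schwann cells of batch 2.

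The month 2 change differed between fibroblasts and mural cells in 11 genes of 13625 (354 at an unadjusted p under 0.05 from edgeR), between mural and Schwann cells in 4 of 11045 (192) and between fibroblasts and Schwann cells in 1, Xist. Among the 11 were Fabp4, Sfrp4, Car3, Cxcl13, Entpd1, Btg2, Apod, Smoc2 and Nr4a2, and among the 4 were Apod, Ifi27l2a and Spp1; apart from Spp1 they were named after their values were seen. With the ambient profile subtracted, 1 of the 11 was still called, Fabp4, as free RNA of other cells would give. The subtraction also brought in other genes, with 8 called in all and 395 at an unadjusted p under 0.05, so it exchanged the list more than it shortened it, and free RNA may explain part of the 11 at most. Fabp4 in fibroblasts fell from 143 to 4.68 CPM in batch 1 and from 15.9 to 2.94 in batch 2, and it is on the adipocyte list with Car3. Of the 4, Ifi27l2a was still called, among 25 genes in all. Leaving out 1 library moved the 11 to between 2 and 40 and the 4 to between 2 and 16, so neither list is stable. An injury effect that differs by cell class stays open and was not tested apart from these fits.

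The PSNL month 2 library of batch 2 held 24 cells with muscle satellite cell genes, where its sham partner held 2. Of the paper's genes for its Acta2-negative pericyte cluster, 100% of the 26 higher ones were above mural cells here, as the 68 lower ones were below, so that cluster and these cells may be the same. The list was picked by the study from these libraries and shares 4 genes with the naming list. Muscle taken with the nerve cannot be told apart from other origins: 6 muscle fibre genes together stood at 10.9 CPM in barcodes of 10 to 100 UMIs of that library, on 4 UMIs, and at 13.2 in the sham library of batch 2. An injury effect is open too, since in batch 1 the counts were 2 after PSNL and 0 after sham surgery.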

How the results depend on the processing

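The settings with the day 5 clusters added, with the arteriolar SMC-like cells as vSMC-like, with clusters 0 and 5 left out, the halved mural resolution, the share among fibroblasts and all alternatives of the tests of a difference between classes were chosen only after the results were seen.

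Over 13 results that answer a comparison, 119 of 152 alternatives kept direction and side of the threshold, 13 were weaker and 20 stronger. For a count of genes, staying means a count within 1.5 times that of the main comparison, whichever genes are called: without the PSNL month 2 library of batch 2 the 1 gene called in Schwann cells was not Xist. Over 27 further values the counts were 372 of 402, with 19 weaker, 8 stronger, 1 moved and 2 reversed. For a share, staying means the same direction alone. For a proportion of mediator expression, it means a mean closer to the main one than the SD over libraries. That rule is wide where the SD is large, as for Ccl2 in fibroblasts (30.4 points), so these counts say little of how stable the proportions are. The mediators called in mural cells stayed between 2 and 3 of 4, the share of cluster 1 between -13.7 and -9.49 points, the mural share between 6.32 and 10.1, the pericyte-like share between -6.03 and -0.0842, and the proportion of the 4 mediators in mural cells and fibroblasts between 84.4% and 90.4%. With 2 libraries per group no share could pass the threshold, so their stability speaks of direction alone.

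Where results moved, the cause was not tested. The mediators called in fibroblasts were 1 of 4 with the ambient profile subtracted and between 1 and 4 without 1 library (1 without the PSNL month 2 library of batch 2), and 4 of 4 with the day 5 cluster 12 counted among the fibroblasts. Those called between pericyte-like and vSMC-like cells were between 2 and 4 of 6 (2 without that same library). With no filter on low counts, the month 2 calls were 11 in mural cells, 40 in fibroblasts and 2 in Schwann cells. With the batch as a replicate block they were 6, 2 and 0, and without the library block in the class comparisons Il6 was no longer called in fibroblasts (log2 fold change 1.67); the block changed no other call among the listed mediators. DESeq2 called 0 genes in Schwann cells (7 at an unadjusted p under 0.05, against 84 with edgeR); the ambient profile subtracted gave 12, and sums of at least 20 cells 12. Without 1 library, the calls ranged from 0 to 85 in mural cells (85 without the sham library of batch 2), from 0 to 38 in fibroblasts (38 without the same) and from 0 to 12 in Schwann cells (12 without the sham library of batch 1). Such a fit leaves 1 library in an arm, which is assumed to vary like the other group. Without 1 library, genes differing between fibroblasts and mural cells ranged from 2 to 40, between fibroblasts and Schwann cells from 0 to 6, and between mural and Schwann cells from 2 to 16. With the ambient profile subtracted the 3 were 8, 41 and 25, and with RLE normalization the second was 2.

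Between pericyte-like and vSMC-like cells, Lif was reversed to -0.93 without the PSNL month 2 library of batch 1, with values up to 2.60 without the others in turn, and Tnc to -0.0428 without the day 5 library, with values up to 0.86 without the others in turn; neither was called over all genes in any setting. Over the list alone, Tnc (1.32) was called with the day 5 sub-cluster as pericyte-like, 5 of 6 in place of 4. With the arteriolar SMC-like cells counted as vSMC-like, 3 of 6 genes were called, and Clcf1 (3.30) was not. Lif rests on 2 UMIs in all mural cells, and Clcf1 on 6 in pericyte-like cells.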

Differences from the paper's values

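Beside each value stand the alternatives set before the data were examined; the paper's percentages and fold changes per gene took cells as replicates and cover 6 libraries, of which the sham day 5 library was not analysed here, and the pericyte-like group here is not the paper's PC1&2.

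The share of pericytes among mural cells in the sham library of batch 2 was 24.7% here and 37.23% in the paper. Of the 4 alternatives, Scrublet-called cells removed (25.2%) brought it just within 1.5 times the paper's value, and at least 500 or 2000 UMIs or a doubled resolution (24.8%) did not; all stayed below the paper's. At day 5 after PSNL it was 19.7% here and 66.86% in the paper, and none of the 4 closed the difference: it was 0.685% with at least 500 UMIs (1 of 146 cells), 24.6% with at least 2000, 19.7% with Scrublet-called cells removed and 21.8% with a doubled resolution. Settings chosen after seeing the values gave 56.3%, with the unnamed day 5 sub-cluster counted as pericyte-like, and 90.1%, with the mural resolution halved, both within 1.5 times the paper's value.

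Il6 had a UMI in 1.94% of other mural cells here and 1% in the paper; Ccl2 in 7.22% of pericytes here and 15.6% in the paper, and in 2.61% of other mural cells here and 0.4% in the paper. Tnc had a UMI in 4.47% of pericytes here and 16.9% in the paper, and in 6.23% of other mural cells here and 3.6% in the paper; its log2 fold change over cells was -0.11 here and 0.562596 in the paper. None of the 4 alternatives closed any of these 6 differences. With the mural resolution halved, chosen after seeing the values, Il6 (0.826%), Ccl2 (11.8% and 0.551%), Tnc in pericytes (16.2%) and its log2 fold change (0.40) came within the paper's. With the day 5 sub-cluster as pericyte-like, also chosen after, Il6 (1.23%), Ccl2 in pericytes (12.8%), Tnc in pericytes (12.8%) and other mural cells (3.79%) and its log2 fold change (0.36) did. In both settings Il6, Ccl2 and Clcf1 stayed called in the comparison by libraries and Tnc did not reach the threshold (log2 fold changes 1.05 and 1.32), so 1 of the paper's 4 called genes was dropped, as without them. Adjusted over the list alone, Tnc was called with the day 5 sub-cluster as pericyte-like (5 of 6 genes) and not with the mural resolution halved (4 of 6).

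The percentage of Il6 in Pdgfrb-negative cells was 4.83% here (1.40% without the day 5 library) and about 32% in the paper's Fig. 1D, read by eye. The percentage of Lif in mural cells was 3.67% here (1.61% without the PSNL month 2 library of batch 1) and about 41% in the paper's Fig. 1D, read by eye. The percentage of Lif in Pdgfrb-negative cells was 36.4% here and about 3% in the paper's Fig. 1D, read by eye. No alternative closed any of these 3 differences.

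The paper states that Il6, Ccl2 and Tnc were enriched in PC1&2 and Clcf1 in its Acta2-negative pericytes. Of these, Il6 (6.20) and Ccl2 (6.35) were called in pericyte-like cells here, Clcf1 was called there on 6 UMIs (5.08) but not in 5 of its alternatives, and Tnc was not called (0.48). Clcf1 had a UMI in 10.0% of the 30 cells with muscle satellite cell genes and in 0.262% and 2.98% of the 2 mural clusters. The paper states that the 4 mediators were prominent in Pdgfrb-expressing mural cells or fibroblasts. Il6 was called higher in both and Ccl2 in fibroblasts, while Lif was called in neither and was lower in mural than in Pdgfrb-negative cells (-3.29). Lif was called higher in fibroblasts with no filter on low counts (1.38), without the day 5 library (2.47) and with the Cldn1 cells counted as Pdgfrb-negative (1.63). It was called too with cluster 12 counted among fibroblasts (1.50), a setting chosen after seeing the values, which drops 0 of the genes called there. The paper states that a myelinating Schwann cell sub-cluster was found mainly at day 5 after PSNL. Here 8 of the 532 cells of the myelin-gene cluster were from day 5, against 416 of the 443 cells of cluster 10.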

Other observations

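The tests of other classes captured, of batch 2 for the day 5 fibroblast cluster, of fat cell RNA, of doublets for Il6 at month 2, of the response genes in cluster 1 and of the splits that keep libraries paired were chosen only after the results were seen, and genes outside the rule are named here after their values were seen.

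Between PSNL and sham libraries at month 2, edgeR called 0 of 9097 genes in mural cells (129 at an unadjusted p under 0.05; DESeq2 0, with 38 unadjusted) and 0 of 15542 in fibroblasts (216; DESeq2 0, with 123 unadjusted). In the self-test with 2 libraries per group, 53% and 77% of 4-fold changes were called. Its simulated sums had the same dispersion for all genes and no batch effect, so these values are not the power of the real comparison. Without the sham library of batch 2 the calls were 85 and 38, and in mural cells 12 and 4 without the PSNL libraries of batch 1 and 2. With the batch as a block, 6 genes were called in mural cells (232 unadjusted), among them Lipe, Chchd10, Apod, Rbm4b and mt-Tq, and 2 in fibroblasts, Fabp4 and Lipe (761 unadjusted), where the libraries of a batch correlated at 0.574. With the ambient profile subtracted, 2 of the 6 mural genes were still called, as free RNA of other cells would give, but 22 were called in all, so free RNA may account for part of them at most. An effect of injury stays open.

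In barcodes of 10 to 100 UMIs of the sham library of batch 1, Rbm4b held 10.9% of UMIs and Lipe 4.98%, ranks 1 and 2. RNA of fat cells, which express Lipe, was argued against: 6 adipocyte genes together stood at 283 CPM there, against 49838 for Lipe. In both batches, Lipe and Rbm4b were higher in these barcodes in sham than in PSNL at month 2. Lipe held 4.98% against 0.757% in batch 1 and 0.970% against 0.245% in batch 2. In cells it stood at 165 against 30.4 CPM and at 48.6 against 14.2 CPM. The month 2 calls of these genes with the batch as a block can thus not be told apart from this background. No biological explanation was tested.

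The mediators called in mural cells, in fibroblasts and between pericyte-like and vSMC-like cells were set against other splits of the 10 sums into 5 and 5. As many were called in 1, 3 and 1 of 100 drawn from 126, the real one included. Most of these put both sums of some library on 1 side. Of the 16 splits that part each library's 2 sums, 1, the real one, called as many, and 1 of 16 is too few splits to exclude chance. Over all genes the real split called 3344, 4150 and 1256, and any other split at most 488, 812 and 588, though the classes were made from expression. The list for mural cells and fibroblasts was also chosen by the study on these samples, and most of the other came from its bulk sequencing.

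Doublets with fibroblasts were argued against as the whole cause of the higher Il6 of pericyte-like cells at month 2: over the 4 libraries its level there was 10.1 to 56.6 times that of fibroblasts. At day 5 Il6 was not higher in pericyte-like than vSMC-like cells, but this rests on 5 and 6 UMIs. The day 5 mural cells held 82 Il6 UMIs. The others lay in the unnamed and arteriolar SMC-like sub-clusters, which were left out of both groups. Day 5 therefore cannot show whether the subsets differed in Il6. A stronger response to dissociation in pericyte-like cells may explain part of the Il6 difference. The 8 response genes had a median log2 fold change of 1.76 (0.77 to 2.66), with 7 called higher. At day 5, where too few Il6 UMIs were left to compare the subsets, the response genes were at 2063 CPM in pericyte-like against 3308 in vSMC-like cells. Between libraries, Il6 of pericyte-like cells mostly rose with the response. Over day 5, sham and PSNL of batch 1, then sham and PSNL of batch 2 at month 2, response genes were at 2063, 7874, 14086, 20046 and 26112 CPM. In the same order Il6 was at 31.1, 142, 377, 214 and 708 CPM after TMM normalization, the first values on 5 and 3 UMIs. Other values go against the response alone setting Il6. Cluster 1 fibroblasts had response genes at 9700, 15558 and 20625 CPM in 3 of the 4 month 2 libraries, above the 7874, 14086 and 20046 of pericyte-like cells, but Il6 at most at 26.1 CPM at month 2, against at least 137. In the PSNL month 2 library of batch 2, cluster 1 had fewer response genes than pericyte-like cells, at 19035 against 26112 CPM. There, vSMC-like cells had 11280 CPM of response genes and 6.76 of Il6. A difference between the subsets in the living nerve stays open.

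The lower share of cluster 1 after PSNL was weighed against the mix of sexes. Among cells with Xist and no Y-linked UMI, the highest PSNL share was 8.68%, below the sham shares of 21.0% and 20.7%. In batch 2, however, Schwann cells made up 35.3% of such cells in PSNL and 3.13% in sham, which lowers the PSNL share of cluster 1. Among cells with a Y-linked UMI and no Xist, the shares were 4.05% against 19.6% in batch 1 but 13.7% against 14.2% in batch 2, within counting error. Among fibroblasts with Xist only, the PSNL and sham shares were 6.16% and 23.6% in batch 1, and 20.9% and 24.2% in batch 2. With a Y-linked gene only they were 6.90% and 20.5%, and 32.3% and 32.2%. The intervals overlapped in batch 2. The mix of sexes is thus argued against as the whole cause in batch 1 and stays open in batch 2. Capture of more cells of other classes from PSNL nerves cannot be told apart from a loss of these fibroblasts. Among fibroblasts at month 2, the highest PSNL share was 29.4%, above the 25.4% of sham in batch 1. In each batch, though, the PSNL share was below the sham share. Mural cells rose by 8.21 points (exact permutation p = 0.333, n = 2, the smallest possible) to 16.0% ± 0.121.

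A fibroblast cluster with Saa3 at 1609 CPM and Cxcl5 at 615 was found at day 5 alone, in 252 cells. Its Il6 was at 78.7 CPM, Ccl2 at 318 and Tnc at 260, against 15.1, 43.5 and 11.3 in the 67 other fibroblasts of that library. Doublets were argued against, as its median Scrublet score was 0.00577 and that of the other day 5 fibroblasts 0.00617. Batch 2 was argued against: the other libraries of that batch held 0 of 7171 cells, which allows a share of up to 0.0418%. Time point, injury and the single library stay confounded, since no other day 5 library was analysed here. The depth of that library, with a median of 10946 UMIs, is a further difference.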
